# The clock components *Period2*, *Cryptochrome1a*, and *Cryptochrome2a* function in establishing light-dependent behavioral rhythms and/or total activity levels in zebrafish

**DOI:** 10.1038/s41598-018-37879-8

**Published:** 2019-01-17

**Authors:** Jun Hirayama, Yikelamu Alifu, Rin Hamabe, Sho Yamaguchi, Jun Tomita, Yusuke Maruyama, Yoichi Asaoka, Ken-ichi Nakahama, Teruya Tamaru, Ken Takamatsu, Nobuhiko Takamatsu, Atsuhiko Hattori, Sachiko Nishina, Noriyuki Azuma, Atsuo Kawahara, Kazuhiko Kume, Hiroshi Nishina

## Abstract

The circadian clock generates behavioral rhythms to maximize an organism’s physiological efficiency. Light induces the formation of these rhythms by synchronizing cellular clocks. In zebrafish, the circadian clock components Period2 (zPER2) and Cryptochrome1a (zCRY1a) are light-inducible, however their physiological functions are unclear. Here, we investigated the roles of zPER2 and zCRY1a in regulating locomotor activity and behavioral rhythms. *zPer2*/*zCry1a* double knockout (DKO) zebrafish displayed defects in total locomotor activity and in forming behavioral rhythms when briefly exposed to light for 3-h. Exposing DKO zebrafish to 12-h light improved behavioral rhythm formation, but not total activity. Our data suggest that the light-inducible circadian clock regulator zCRY2a supports rhythmicity in DKO animals exposed to 12-h light. Single cell imaging analysis revealed that zPER2, zCRY1a, and zCRY2a function in synchronizing cellular clocks. Furthermore, microarray analysis of DKO zebrafish showed aberrant expression of genes involved regulating cellular metabolism, including ATP production. Overall, our results suggest that zPER2, zCRY1a and zCRY2a help to synchronize cellular clocks in a light-dependent manner, thus contributing to behavioral rhythm formation in zebrafish. Further, zPER2 and zCRY1a regulate total physical activity, likely via regulating cellular energy metabolism. Therefore, these circadian clock components regulate the rhythmicity and amount of locomotor behavior.

## Introduction

Diurnal animals display increased locomotor activity during the day and reduced locomotor activity at night^1^. The total amount of locomotor behavior (i.e., activity) is inversely related to the amount of sleep or sleep-like (resting) behavior. Mechanisms associated with energy homeostasis are proposed to regulate the amount an animal sleeps^1–3^, but the molecular mechanisms are not fully understood.

The circadian clock regulates sleep and resting behavior in organisms ranging from bacteria to humans, generating daily physiological rhythms that have been proposed to control the timing of sleep and locomotor activity, but not their total amount^4–7^. Under natural conditions, the circadian clock is entrained to a 24-h day by environmental time cues, with light being the most important^8,9^. The circadian clock is established by cell-autonomous oscillators called cellular clocks^10,11^, which are present in every cell of a living organism. The synchronization of cellular clocks in tissues and organs by environmental signals such as light is required to orchestrate the circadian clock at the organismal level.

In vertebrate cellular clocks, CLOCK or NPAS2 heterodimerizes with BMAL to form a transcription activation complex that facilitates expression of the *Period* (*Per*) and *Cryptochrome* (*Cry*) genes^5,10^. PER and CRY proteins repress CLOCK (NPAS2):BMAL-mediated transcription, establishing the rhythmic gene expression that drives the circadian clock. The CLOCK(NPAS2):BMAL complex also stimulates the expression of clock-controlled genes (Ccgs) within several physiological pathways. One of the Ccgs involved in sleep timing control is *Aanat2*, which encodes a key synthase of the sleep-inducing hormone melatonin^12,13^.

The zebrafish (*Danio rerio*) is an attractive diurnal animal model for the study of vertebrate circadian clocks^14,15^. In particular, the formation of behavioral rhythms in zebrafish is a useful experimental system to analyze light-dependent regulation of the circadian clock *in vivo*. During zebrafish development, organogenesis is completed within two days post fertilization (dpf)^16^. Zebrafish larvae hatch within 4 dpf and then start to display locomotor behavior. Zebrafish cellular clocks are autonomously set in motion during development within 1–4 dpf, but are out of phase with each other in tissues and organs^17,18^. Light synchronizes the phases of the cellular clocks to establish behavioral rhythms^19^.

Zebrafish cultured cells also provide a valuable tool for studying the light-dependent regulation of cellular clocks. In zebrafish cultured cells, light directly resets asynchronous cellular clocks to a common phase by suppressing their transcriptional activities^20–22^. This *in vitro* system facilitates studies on the photic responses of clock genes encoding cellular clock regulators and has revealed several cellular signaling pathways involved in the light response of cellular clocks^23–27^.

We and others have identified acute light-inducible clock genes, namely zebrafish *Period2* (*zPer2*) and *Cryptochrome1a* (*zCry1a*)^28–31^. However, the physiological roles of zCRY1a and zPER2 *in vivo* have not been fully determined. To address these questions, we engineered *zCry1a* and *zPer2* knockout (KO) zebrafish. We found that zPER2 and zCRY1a synchronize cellular clocks in a light-dependent manner to form the behavioral rhythms of zebrafish, and identified zCRY2a as a third light-induced cellular clock synchronizer that contributes to behavioral rhythm formation in zebrafish. In addition, we uncovered unforeseen roles for zPER2 and zCRY1a in regulating the total level of locomotor activity.

## Results

### *zCry1a*^−/−^*zPer2*^−/−^ zebrafish have reduced locomotor activity and defective formation of light-dependent behavioral rhythms

To investigate the physiological roles of zCRY1a and zPER2, we generated *zCry1a*^−/−^ (*zCry1a* KO) and *zPer2*^−/−^ (*zPer2* KO) zebrafish using TALEN technology (Fig. 1A, Supplementary Fig. S1). *zCry1a* KO and *zPer2* KO animals were then crossed to produce *zCry1a*^−/−^ *zPer2*^−/−^ double KO (DKO) zebrafish. It has been reported that exposing 6 dpf zebrafish to light for 3-h or more establishes behavioral rhythms^19,32^. We first evaluated the total locomotor activity of wild type (WT) and KO zebrafish exposed to a single pulse of 3- or 12-h of light (Fig. 1B,C). Interestingly, the DKO zebrafish exposed to 3- or 12-h light showed significantly reduced activity compared to WT animals. This reduced activity was not observed with the single *zPer2* KO or *zCry1a* KO zebrafish.

**Figure 1:**
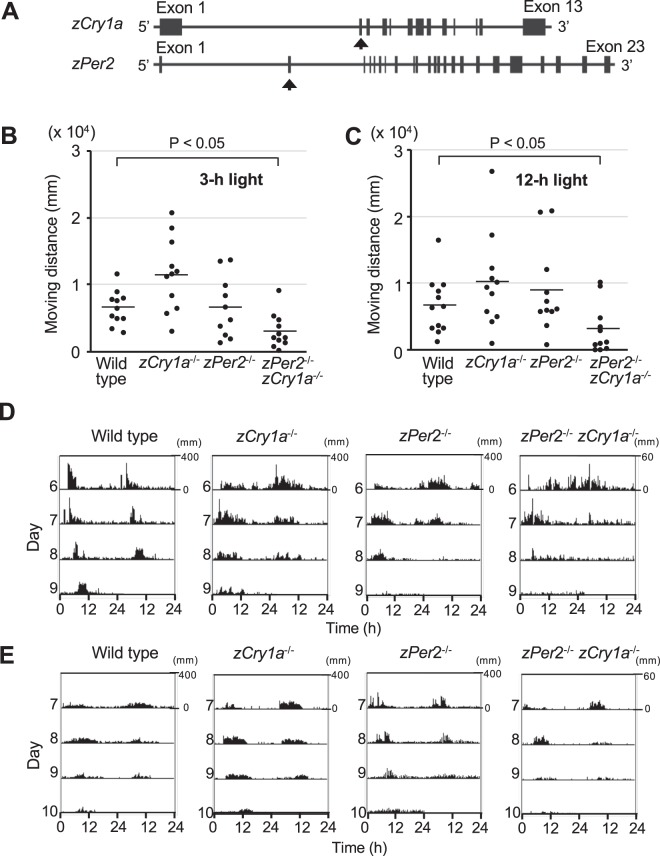
Behavior analyses of *zCry1a* KO, *zPer2* KO, and DKO zebrafish. (**A**) Schematic representation of the genomic structures of the *zCry1a* and *zPer2* genes. Exon regions are shown as solid boxes. Arrows indicate the exons where nonsense mutations were introduced. (**B**) Total locomotor activities of WT, *zCry1a* KO, *zPer2* KO, and DKO zebrafish were calculated from day 6 to day 8. Zebrafish were raised in constant dark (DD) conditions for 5 days after fertilization, and then a 3 h light pulse was administered at the beginning of 6 day after fertilization. Their moving distance was then analyzed in DD condition for 4 days. P < 0.05 (Student’s t-test). [WT (n = 11), *zCry1a* KO (n = 11), *zPer2* KO (n = 10), DKO (n = 11)]. (**C**) Total locomotor activities of WT, *zCry1a* KO, *zPer2* KO, and DKO zebrafish were calculated from day 7 to day 9 after fertilization. Zebrafish larvae were raised in DD conditions for 5 days after fertilization, and then a 12 h light pulse was administered at the beginning of 6 dpf. Their moving distance was then analyzed in DD condition from 7 to 10 days after fertilization. P < 0.05 (Student’s t-test). [WT (n = 12), *zCry1a* KO (n = 11), *zPer2* KO (n = 11), DKO (n = 11)] (**D**) Representative double-plotted activity records (actograms) of WT, *zCry1a* KO, *zPer2* KO, and DKO zebrafish analyzed in B. Note that the range of Y axis of the actogram for DKO animal is distinct from those for WT, *zCry1a* KO, and *zPer2* KO zebrafish. (**E**) Representative double-plotted activity records (actograms) of WT, *zCry1a* KO, *zPer2* KO, and DKO zebrafish analyzed in C. Note that the range of Y axis of the actogram for DKO animal is distinct from those for WT, *zCry1a* KO, and *zPer2* KO zebrafish.

Next, we analyzed the light-dependent establishment of behavioral rhythms in the KO animals. Behavioral rhythms of locomotor activity were efficiently established in WT, *zCry1a* KO, and *zPer2* KO zebrafish exposed to light for 3-h, but not in WT animals kept in a constant dark (DD) condition (Fig. 1D, Table 1, Supplementary Fig. S2). However, behavioral rhythmicity was reduced in DKO zebrafish exposed to 3-h light. We then evaluated zebrafish exposed to 12-h light (Fig. 1E, Table 1). Behavioral rhythmicity improved in the DKO zebrafish exposed to 12-h compared to 3-h light, although the efficiency of behavior rhythm formation was still lower than in WT animals. Taken together, our results suggest that zCRY1a and zPER2 together play key roles in regulating locomotor activity and light-dependent formation of behavioral rhythms in zebrafish. In addition, they indicate that additional factor(s) besides zPER2 and zCRY1a help to establish normal behavioral rhythms.

**Table 1:** Efficiency of zebrafish’s behavior rhythm formation.

	WT	*zCry1a* ^*−/−*^	*zPer2* ^*−/−*^	*zPer2* ^*−/−*^ *zCry1a* ^*−/−*^
Ratio of rhythmic animals exposed to 3 h light (%)	81	90	80	27
Ratio of rhythmic animals exposed to 12 h light (%)	83	81	81	63

### 12-h light, but not 3-h light, induces expression of *zCry*2a and *zCry2b*

To identify the factor(s) responsible for recovering the behavioral rhythms in the DKO zebrafish exposed to 12-h light, we performed microarray analysis. 

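Total RNA from the whole body of DKO larvae at 6 dpf was labelled with Cy3 and hybridized on 1-colour Agilent zebrafish arrays. There was 1 array for DKO larvae kept in darkness, 1 for 3-h light and 1 for 12-h light, so no difference between them has a replicate check. The larvae were sampled 12 h after light onset (Fig. 2A), so those given 3-h light were back in darkness by then. Each array holds 45220 spots, which include 43603 distinct probes that are not controls. Agilent's Feature Extraction software gave each spot a signal from which the background had been subtracted, without normalization between arrays. The authors deposited these signals for each array, and a table in which the signals of each array are multiplied by 1 constant. The share of spots well above background was 87.5% in darkness, 89.3% at 3-h light and 89.6% at 12-h light. The 75th percentile of the signal was 636, 602 and 574 in the same order.

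From these files, the log2 signal minus the 75th percentile of its array was taken, and spots of one probe were averaged. Spots marked as outliers by the software were left out, which removed 1 to 3 spots per DKO array, and no spot was saturated. A probe entered a comparison when it was well above background on at least 1 of the arrays compared. A signal under the lowest signal well above background on its array was raised to that level, so the fold change of a probe not well above background on an array is a lower bound and is written as at least N-fold. The 50 probes spotted more than once had a standard deviation of 0.134 (log2) between spots, which gives 0.189 for a log2 ratio of a pair of arrays. That spread covers the spots of an array and leaves out the variation between larvae. Through RefSeq accessions in a gene table of assembly GRCz12tu, 26094 of the probes were paired with a gene symbol. The paper's text names no fold threshold for these comparisons, and 2-fold was used.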

We compared gene expression levels of the 3- or 12-h light-treated DKO zebrafish, after normalizing to DKO animals kept in darkness (Fig. 2A). 

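At 12-h light, 1140 of 39291 probes differed at least 2-fold from DKO larvae kept in darkness, with 486 higher and 654 lower. At 3-h light, 323 of 39130 probes did, with 178 higher and 145 lower. The share of higher probes was 42.6% at 12-h light and 55.1% at 3-h light. For 3-h light that share was 44% after quantile normalization of the signals, and 69.2% after normexp background correction followed by quantile normalization. The fold threshold moved these counts most, to 1933 probes for 3-h light at 1.5-fold and to 217 probes for 12-h light at 3-fold.

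Of the 308 probes changed at 3-h light among the 38833 probes compared under both lightings, 226 (73.4%) also changed at least 2-fold the same way at 12-h light. Across these probes, which are not independent replicates, the log2 ratios of both lightings had a Pearson's r of 0.771. Both ratios share the dark array, which by itself gives a positive r. In 20 simulations of unchanged arrays over the 36499 probes well above background on all 9 arrays of the study, r averaged 0.501, against 0.787 observed over the same probes. The same simulations gave on average 66.4 probes at least 2-fold apart at 12-h light, against 934 observed. Set directly against each other, the 12-h and 3-h light arrays of DKO larvae differed at least 2-fold at 330 probes.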

We conducted a cluster analysis to identify genes in DKO zebrafish whose expression levels were strongly changed by exposure to 12-h light, but not to 3-h light. 

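Of the 39589 probes well above background on at least 1 DKO array, 378 were induced at least 2-fold by 12-h light while changing under 2-fold at 3-h light, and 535 were inhibited under the same rule. The induced probes had a median log2 ratio to darkness of 1.21 at 12-h light and 0.525 at 3-h light. The inhibited probes had medians of -1.18 and -0.68. The rule itself keeps the ratios at 3-h light under 2-fold. With a threshold of 1.5-fold the induced probes numbered 1679, and with 3-fold the inhibited probes numbered 67. Arrays simulated without any change gave on average 54.4 probes that met the rule in either direction, against 779 observed over the same probes. These simulated arrays hold no response to light, so they cannot tell a response to 12-h light alone from a graded one. A probe with a graded response near the threshold also meets the rule. Set directly against each other, the 12-h and 3-h light arrays differed at least 2-fold at 330 probes.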

We identified two clusters: one cluster contained genes whose expression levels were strongly inhibited by 12-h light but only weakly inhibited by 3-h light, and another cluster contained genes whose expression levels were strongly induced by 12-h light but only weakly induced by 3-h light. 

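The transcripts of both knocked-out genes were measured on the arrays of DKO larvae and on those of WT larvae, of which there is also 1 per lighting. The log2 signal of zPer2 in DKO minus WT larvae, at probe A_15_P102459, was 0.285 in darkness, 0.286 at 3-h light and 0.46 at 12-h light. For zCry1a, the mean of probes A_15_P104739 and A_15_P628261, it was -1.06, -0.40 and -0.57. In DKO larvae, 12-h light raised zPer2 by at least 3.74, as the mean of its probes, and zCry1a by 2.31 on the log2 scale relative to darkness. At 3-h light the increases were at least 0.36 and 0.33. These larvae were sampled 12 h after light onset, so an earlier rise that had since declined would be missed. By RT-PCR in WT larvae, the paper reports strong induction of both genes by either pulse, with a peak 3 h after onset. Probe A_15_P102459 of zPer2 rose 14.1-fold at 12-h light, and probe A_15_P456650, which was not well above background in DKO larvae kept in darkness, rose by at least 3.67 (log2). The probes of zCry1a rose by 2.31 and 2.32 (log2). With normexp background correction and quantile normalization, the increases at 12-h light were at least 1.71 for zPer2 and 1.84 for zCry1a.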

The two clock genes *zCry2a* and *zCry2b*, as well as *zCry1a* and *zPer2*, were among the 40 genes most strongly induced in DKO animal exposed to 12-h light (Supplementary Table S1). *zCry2a* and *zCry2b* are evolutionarily related to *zCry1a* (Fig. 2B), and we previously reported that zCRY2a and zCRY2b transcriptionally repress the CLOCK(NPAS2):BMAL complex^33^. Hence, *zCry2a* and *zCry2b* represent candidate factors responsible for recovering the light-dependent behavioral rhythms of DKO zebrafish.

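In DKO larvae, zCry2b, listed as cry3b in the gene table, rose by 3.28 (log2) at 12-h light and by 0.56 at 3-h light, as the mean of its probes. Its probe A_15_P173191 rose by 3.78, or 13.7-fold, and its probe A_15_P242926 by 2.79. At 3-h light these probes rose by 0.865 and 0.249. The single probe of zCry2a, A_15_P105520, listed as cry3a, rose by 1.72, or 3.29-fold, at 12-h light and by 0.08 at 3-h light. The alternative that moved these values most was normexp background correction with quantile normalization, under which zCry2b rose by 1.23. In WT larvae, 12-h light raised zCry2b by at least 3.74, with probe A_15_P242926 not well above background in darkness, and zCry2a by 2.11. Ranked by the increase at 12-h light in DKO larvae among 12918 named genes, each at its most induced probe, zPer2 was at place 2, zCry2b at place 3, zCry1a at place 17 and zCry2a at place 47. Ranked among all 39291 probes, their places were 7, 8, 45 and 107.

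Supplementary Table S1 holds 40 entries with 37 distinct names, of which 31 were paired by hand with a symbol of the gene table, after the values had been seen. At their most induced probe, 31 of these 31 genes were at least 2-fold higher at 12-h light, and 17 changed under 2-fold at 3-h light. Their median log2 ratio was 2.22 at 12-h light and 0.865 at 3-h light. Of the 31 genes, 12 had a probe among the 40 most induced probes, 29 of which carry a gene symbol, 27 had one among the 100 most induced probes, and 25 were among the 40 most induced named genes. The first 10 names of the table ranged from 7.09-fold (igfbp1b) to 28.6-fold (hamp). The paper chose these genes on the same arrays, so this overlap is not independent evidence.

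**Figure D1:**
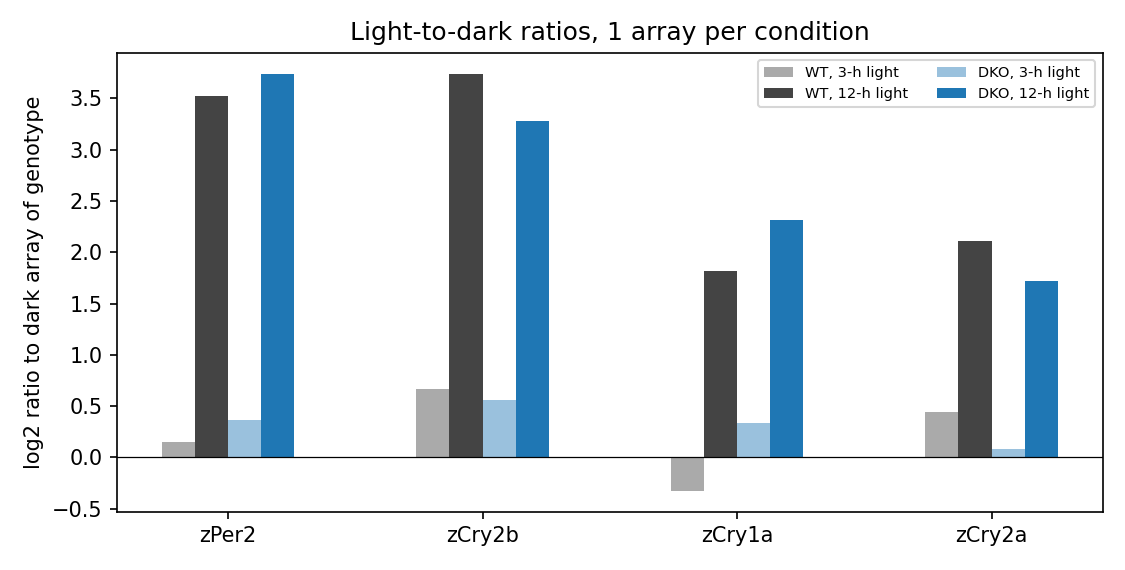
Log2 ratio of each light array to the dark array of its genotype for zPer2, zCry2b, zCry1a and zCry2a in WT and DKO larvae, 1 array per condition, as the mean of each gene's probes. At 12-h light all 8 bars lie between 1.72 and 3.74, and at 3-h light between -0.33 and 0.67. The 12-h bars of zPer2 in both genotypes and of zCry2b in WT larvae are lower bounds, as is the 3-h bar of zPer2 in DKO larvae. The 3-h bars of zPer2 and zCry2b in WT larvae each average in a probe that was not well above background on either array. The other probe of zCry2b, A_15_P173191, rose at 3-h light by 1.32 in WT and 0.865 in DKO larvae, and that of zPer2, A_15_P102459, by 0.276 and 0.277.

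From the induction by 12-h light, the relatedness of zCry2a and zCry2b to zCry1a and their earlier reported repression of the CLOCK(NPAS2):BMAL complex, the paper reasons that both genes are candidates for the factor that restores the rhythms.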

**Figure 2:**
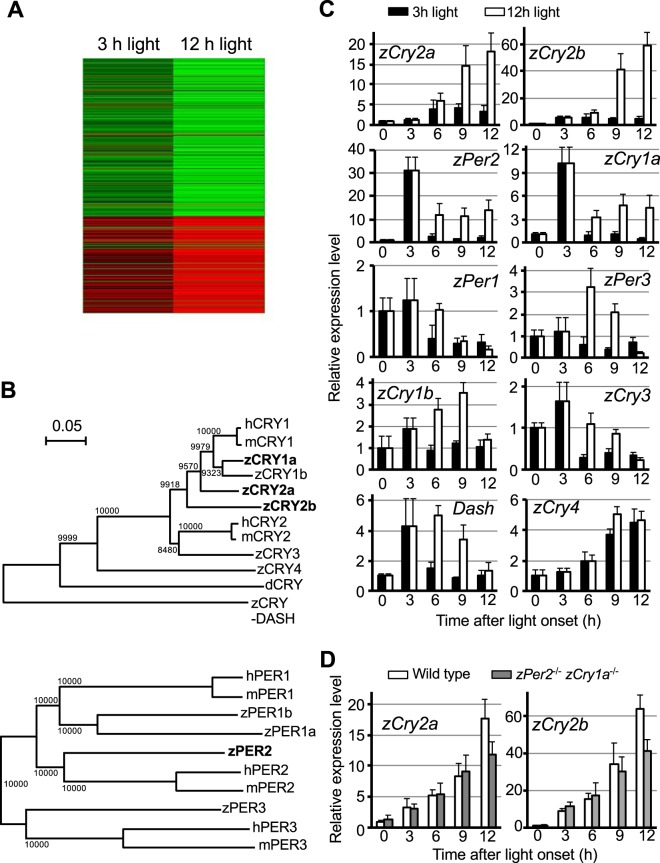
Identification of candidate factor(s) recovering behavioral rhythm of DKO zebrafish exposed to 12 h light. (**A**) Heatmap analysis of microarray data showing hierarchical clustering of differentially expressed genes in DKO zebrafish kept in darkness vs. exposed to light for 3-h (left) and 12-h (right). DKO zebrafish kept in DD conditions for 5 dpf were exposed to light for 3-h or 12-h or kept in darkness, and subjected to sample preparation at 12-h after light onset. Red or green colors indicate differentially up- or downregulated genes, respectively. (**B**) Phylogenetic tree comparing CRY (upper panel) or PER (lower panel) proteins from *Drosophila* (d) zebrafish (z), mouse (m), and human (h). The number at each node indicates the bootstrap probability (%). Scale bar, 0.05 substitutions per site. (**C**) A time course of clock gene expression in zebrafish exposed to light for 3-h (black bar) or 12-h (white bar), determined by RT-PCR. Zebrafish were raised in the darkness until the beginning of 6 dpf. RT-PCR of the indicated genes was examined at the indicated time points after the onset of light (Supplementary Fig. S3). The value at time point 0 was set as 1 for each gene. Values are mean ± S.E.M. of three independent experiments. (**D**) A time course of expression of *zCry2a* and *zCry2b* in WT (white bar) and DKO (gray bar) zebrafish exposed to light for 12 h was examined as in (**C**).

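Among named genes, the largest increases of DKO larvae at 12-h light over darkness were at 3 probes of hamp, with log2 ratios of 4.84, 4.72 and 4.63, the first of them 28.6-fold. The largest decreases were at 3 probes of zgc:172053, with log2 ratios of -4.44, -3.83 and -3.73. At 3-h light the largest increases were at both probes of fasn2 with 2.93 and 2.74 and at ptgdsb.1 with 2.66. The largest decreases were at zgc:172053 with -3.70, at probe A_15_P201776 of a gene known by a clone name with -3.28 and at a further probe of zgc:172053 with -3.27.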

Next, we used RT-PCR to examine the light-dependent expression profiles of *Cry* and *Per* genes in WT zebrafish (Supplementary Fig. S3, Fig. 2C). A 12-h pulse of light induced efficient expression of *zCry2a* and *zCry2b*, reaching high levels at 12-h after light onset, consistent with a previous report^34^. However, a 3-h pulse of light did not induce efficient expression of *zCry2a* and *zCry2b*. In addition, *zCry2a* and *zCry2b* displayed different light induction profiles than *zCry1a* and *zPer2*. Both *zCry1a* and *zPer2* were strongly induced by a pulse of 3- or 12-h light, and maximum expression levels were observed at 3-h after light onset. It should be noted that *zCry2a*, *zCry2b*, *zPer2* and *zCry1a* were not induced in animals kept in the DD condition (Supplementary Fig. S4), verifying their light-dependent expression. Other *Cry* and *Per* gene family members showed substantially lower light-induced expression levels compared to *zCry2a* and *zCry2b* (Fig. 2B,C). Finally, we found that a 12-h light exposure also induced the expression of *zCry2a* and *zCry2b* genes in DKO zebrafish (Fig. 2D). Taken together, our results suggest that zCRY2a and/or zCRY2b might function in establishing the behavioral rhythms of DKO zebrafish exposed to 12-h light.

### Genetic inhibition of *zCry2a* in DKO zebrafish blocks light-dependent formation of behavioral rhythms

To test whether zCRY2a and/or zCRY2b are involved in forming light-dependent behavioral rhythms in DKO zebrafish, we used the CRISPR-Cas9 system to inhibit *zCry2a* or *zCry2b* (Fig. 3A, Supplementary Fig. S5A,B). WT or DKO embryos were injected with Cas9 mRNA and single guide RNAs (sgRNAs) targeting the *zCry2a* or *zCry2b* genes, and kept in constant darkness (DD) until they developed into larvae. We exposed the injected zebrafish to light for 12-h at 6 dpf, and analyzed the proportion of animals that displayed behavioral rhythms in DD condition. Inhibition of *zCry2a*, but not *zCry2b*, markedly reduced the ability of DKO animals to form behavioral rhythms (Fig. 3B). In contrast, inhibition of *zCry2a* or *zCry2b* in WT zebrafish had no effect on behavioral rhythm formation. Thus, zCRY2a contributes to the formation of behavioral rhythms in DKO zebrafish exposed to 12-h light.

**Figure 3:**
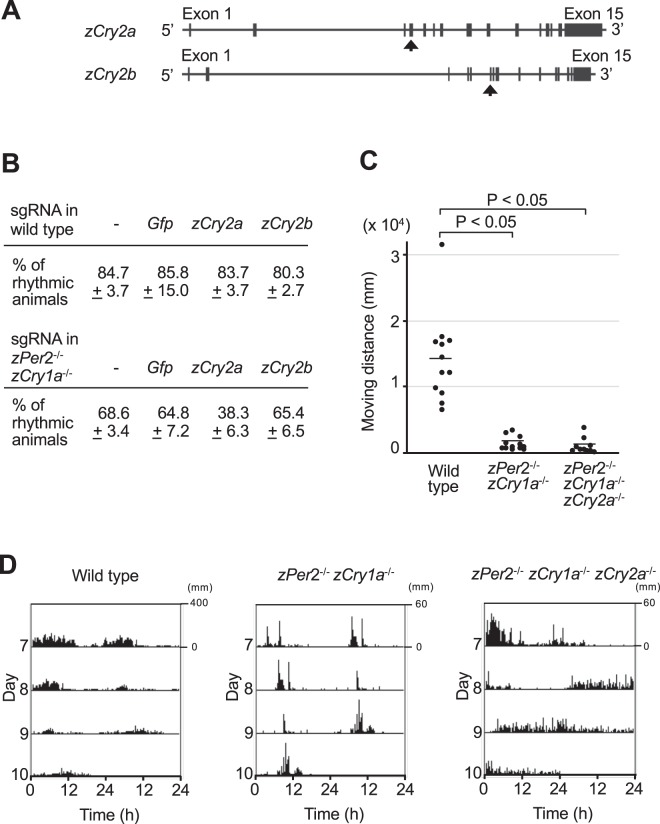
Evaluation of zCRY2a’s role in the light-dependent establishment of zebrafish behavioral rhythms. (**A**) Schematic representation of the genomic structures of *zCry2a* and *zCry2b* genes. Exon regions are shown as solid boxes. Arrows indicate the exons where nonsense mutations were introduced. (**B**) WT or DKO embryos were injected with *Cas9* mRNA and sgRNAs targeting *Gfp*, *zCry2a*, or *zCry2b* genes, and then kept in DD to generate larvae. The zebrafish were exposed to light for 12-h at the beginning of 6 dpf, and their locomotor behavior was then analyzed in DD condition from 7 to 10 dpf. Existence of circadian rhythmicity in behavior was evaluated by ActogramJ software, and the ratio (%) of rhythmic animals for each genotype is shown. Values are mean ± S.E.M. of three independent experiments. [Non-injected WT animal (n = 6, n = 10, and n = 8 for each experiment 1, 2, and 3 respectively); WT animals injected with sgRNA of *Gfp* (n = 10, n = 10, and n = 9 for experiment 1, 2, and 3 respectively), *zCry2a* (n = 6, n = 10, and n = 8 for experiment 1, 2, and 3 respectively), or *zCry2b* (n = 6, n = 9, and n = 10 for experiment 1, 2, and 3 respectively); Non-injected DKO animal (n = 6, n = 11, and n = 8 for experiment 1, 2, and 3 respectively), DKO animals injected with sgRNA of *Gfp* (n = 12, n = 11, and n = 8 for experiment 1, 2, and 3 respectively), *zCry2a* (n = 6, n = 11, and n = 8 for experiment 1, 2, and 3 respectively), or *zCry2b* (n = 5, n = 11, and n = 8 for experiment 1, 2, and 3 respectively)] (**C**) Total locomotor activity of WT, DKO, and TKO zebrafish exposed to 12-h light was calculated from day 7 to day 9. Zebrafish were raised in DD conditions until the beginning of 6 dpf, when a 12-h light pulse was administered. Their locomotor activity was analyzed in DD condition from 7 to 10 dpf. *P < 0.05 (Student’s t-test). [WT (n = 12), DKO KO (n = 12), TKO (n = 10)] (**D**) Representative double-plotted activity records (actograms) of WT, DKO, and TKO zebrafish analyzed in C. The range of Y axis of the actogram for WT animal is distinct from those for DKO and TKO zebrafish.

To extend our findings, we generated *zCry1a*^−/−^ *zPer2*^−/−^ *zCry2a*^−/−^ triple KO (TKO) zebrafish (Figs 1A and 3A, Supplementary Fig. S5C,D). We evaluated total locomotor activity of WT, DKO, and TKO zebrafish exposed to light for 12-h. Both DKO and TKO zebrafish showed significantly lower locomotor activity than WT animals (Fig. 3C). We analyzed their behavior data at high temporal resolution (1-sec bin); because the properties of cumulative probability distribution of continuous immobile period length (rest bout) of WT zebrafish changes around 60 seconds (dashed line in Supplementary Fig. S6), we defined sleep-like resting behavior as a period of 60 or more seconds without movement. We found that the reduced activities in DKO and TKO zebrafish reflected an increase in this resting behavior (Supplementary Fig. S6). This definition of resting behavior in zebrafish is consistent with that reported by another group^35,36^. Based on this definition, we analyzed in detail the resting behavior of DKO and TKO zebrafish, and found that the total length of resting time and the total number of resting periods both increased, and that the mean moving distance during one active period as well as the mean length were decreased compared to WT animals (Table 2). Temporal properties of active and rest behaviors were calculated using the 1-sec bin locomotor activity data, according to the definition of rest as 60 seconds or longer continuous immobility, as described in Materials and Methods.

**Table 2:** Behavior analyses of WT, DKO and TKO animals exposed to 12-h light.

	WT	zPer2^−/−^ zCry1a^−/−^	zPer2^−/−^ zCry1a^−/−^ zCry2a^−/−^
Amount of resting time (h)	7.8 ± 2.0	20.5 ± 1.9	20.6 ± 2.8
Number of active-rest bouts	110.3 ± 49.8	177.1 ± 39.4	171.7 ± 35.8
Mean moving distance during one active period (mm)	178.5 ± 160.6	8.5 ± 6.4	5.7 ± 5.4
Mean length of time of one active period (h)	7.8 ± 2.3	1.1 ± 0.5	1.0 ± 0.7
Ratio of rhythmic animals (%)	91	66	30

Temporal properties of active and rest behaviors were calculated using the 1-sec bin locomotor activity data according to the definition of rest as 60 sec or longer continuous immobility as described in Materials and Methods.

Next, we evaluated the capacity of TKO zebrafish to establish behavioral rhythms (Fig. 3D and Table 2). Notably, behavioral rhythm formation of zebrafish exposed to 12-h light was substantially reduced in TKO animals compared to DKO animals. Taken together, our results reveal that zCRY2a contributes to the establishment of behavioral rhythms in zebrafish exposed to 12-h light.

### Deregulation of cellular clocks causes the defect in light-dependent behavioral rhythm formation in DKO and TKO zebrafish

Next, we performed a microarray analysis to identify the underlying circadian mechanism causing the defects in light-dependent behavioral rhythm formation in DKO and TKO zebrafish (Fig. 4A). We prepared nine samples from WT, DKO, or TKO animals treated with 3-h light, 12-h light, and those kept in darkness. 

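The arrays of WT and TKO larvae were made and processed as those of DKO larvae, again with 1 array per condition. The share of spots well above background was 85.9% to 88.6% on the WT arrays and 87.0% to 89.8% on the TKO arrays, and the 75th percentile of the signal ranged from 547 to 633 and from 570 to 633. The files place the 3 arrays of each genotype on a slide and scan of their own, so a difference between genotypes cannot be told apart from a difference between slides. On each slide darkness is at position 1, 3-h light at position 2 and 12-h light at position 3 or 4, so an effect of light cannot be told apart from one of position. The legend of Fig. 4A does not give the time after light onset at which these larvae were sampled.

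Among the knocked-out genes of TKO larvae, zCry2a had a log2 signal relative to WT larvae of -0.86 in darkness, -0.72 at 3-h light and -0.99 at 12-h light. In DKO larvae, which carry an intact zCry2a, it was -0.07, -0.43 and -0.47. In TKO larvae relative to WT larvae, zCry1a was at -1.17, -0.17 and -0.68, and probe A_15_P102459 of zPer2 was at -0.512, 0.261 and 0.408.

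The array of TKO larvae kept in darkness lies apart from the other 8 arrays. In a principal component analysis over 36499 probes, component 1 took 46.6% of the variance, with a loading of 0.813 for this array and loadings between -0.365 and 0.172 for the others. Component 2, with 27.2%, had loadings of 0.337 to 0.546 on the WT arrays, -0.456 to -0.143 on the DKO arrays, 0.141 on the dark TKO array and -0.229 and -0.285 on the TKO light arrays. The median log2 ratio of all probes to this dark array was 0.15 at 3-h light and 0.138 at 12-h light in TKO larvae. With the scaling of the deposited table these medians were 0.254 and 0.247, and after quantile normalization 0.08 and 0.07.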

To clarify the light-dependent gene expression profiles in animals of each genotype, the gene expression levels in WT, DKO, and TKO zebrafish treated with 3- or 12-h light were normalized against the corresponding genotype kept in darkness. The normalized expression levels were then compared between animals of the three different genotypes. 

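In WT larvae, 498 of 38098 probes differed at least 2-fold from darkness at 3-h light, with 195 higher and 303 lower, and 888 of 38811 at 12-h light, with 423 higher and 465 lower. In TKO larvae, 2435 of 39086 probes did at 3-h light, with 432 higher and 2003 lower, and 3113 of 39388 at 12-h light, with 816 higher and 2297 lower. The share of higher probes depended on the scaling. Quantile normalization moved it from 39.2% to 26.9% for WT larvae at 3-h light and from 47.6% to 37.3% at 12-h light. The scaling of the deposited table moved it from 17.7% to 34% for TKO larvae at 3-h light and from 26.2% to 43.1% at 12-h light, and median scaling moved the latter to 14.4%.

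The TKO counts depend on the 1 dark array of that genotype. With the dark array of DKO larvae as the reference instead, a choice made after seeing the data, 563 probes differed for TKO larvae at 3-h light and 897 at 12-h light. With the dark array of WT larvae, 1482 and 1822 did, and counts across genotypes also hold the differences between them. With the dark TKO array as the reference for DKO larvae, 3321 and 5185 probes differed. Between 12-h and 3-h light, without a dark array, 334 probes differed at least 2-fold in WT larvae and 264 in TKO larvae.

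Across 40241 probes, r between the log2 ratios at 12-h light was 0.693 for WT and DKO larvae, 0.607 for DKO and TKO larvae and 0.542 for WT and TKO larvae.

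**Figure D2:**
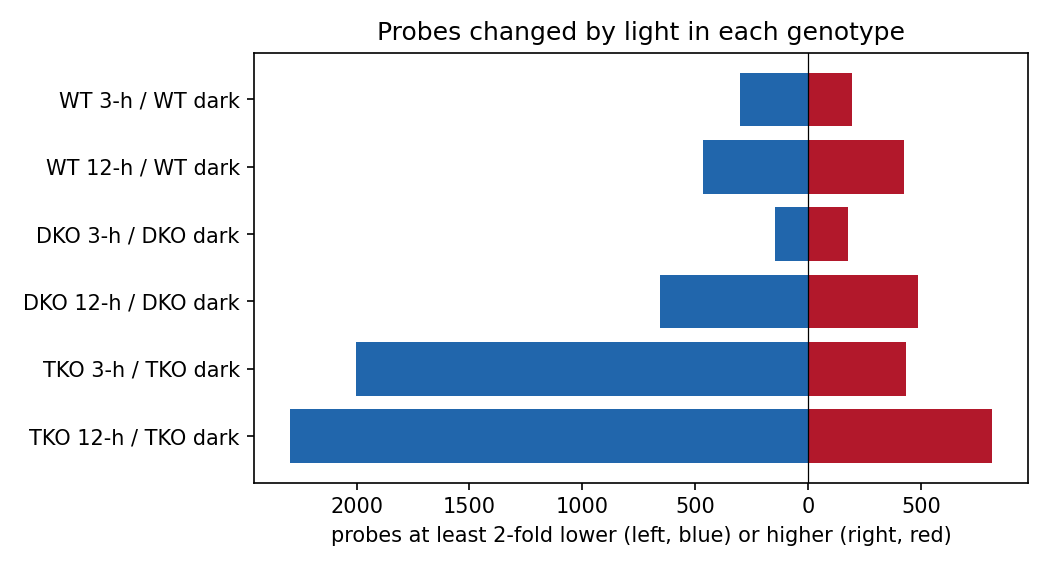
Probes at least 2-fold lower (to the left, blue) or higher (to the right, red) in each light array than in the dark array of its genotype, 1 array per condition. The longest bars are those of TKO larvae, with 2003 and 2297 lower probes, measured against the dark array that lies apart.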

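Changes common to the genotypes were tested with limma on all 9 arrays in a model with a term for genotype and one for lighting, which leaves 4 residual degrees of freedom. The spread in this test is what the model leaves, so it includes any genotype by light difference. Lighting follows the position on the slide, so these calls cannot be told apart from an effect of position. After Benjamini-Hochberg adjustment, limma called 9709 of 38682 probes for 12-h light against darkness, 5824 higher and 3885 lower, and 3608 for 3-h light, 2061 higher and 1547 lower. The share of higher calls fell from 60% to 49.9% for 12-h light and from 57.1% to 42.6% for 3-h light with median scaling, and to 44.6% for 3-h light after quantile normalization. The calls for 3-h light depended on single arrays. Without the WT array at 3-h light limma called 0 probes, with 7967 at an unadjusted p under 0.05, and without the TKO array at 3-h light it called 1 probe, with 6961. With weights for each array it called 11293. For 12-h light the lowest count was 2264, without the DKO array at 12-h light.

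Of the named genes, probe A_15_P102459 of per2 rose by 4.01 at 12-h light (standard error 0.182, limma adjusted p = 0.000214) and probe A_15_P173191 of cry3b by 3.93 (0.133, limma adjusted p = 7.07e-05), each in 9 of 9 pairs of a light and a dark array. The largest decreases included cyp19a1a with -2.81 (0.2, limma adjusted p = 0.000915) and probe A_15_P201776 of a gene known by a clone name with -2.81 (0.48, limma adjusted p = 0.00953), also in 9 of 9 pairs each. These values come from the signals as measured. At 12-h light cyp19a1a was well above background on 1 of 3 arrays, and the other probe on 2 of 3. With dim signals raised they were at least 5.59-fold and 7.02-fold lower. At 3-h light, ptgdsb.1 rose by 2.40 (0.142, limma adjusted p = 0.0099) and probe A_15_P201771 of zgc:172053 changed by -3.43 (0.496, limma adjusted p = 0.0155).

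Whether the light response differed between genotypes was tested in a second limma model that takes the 3-h and 12-h light arrays of a genotype as lit arrays, with 3 residual degrees of freedom. It called 0 probes for DKO against WT larvae, 0 for TKO against WT and 0 for TKO against DKO, with 1238, 9282 and 9901 probes at an unadjusted p under 0.05. With limma's trend and robust options it called 0, 1880 and 2134 probes, and with normexp background correction and quantile normalization 0, 1494 and 2101. The calls of TKO larvae rest on their single dark array. The spread of this second model holds the difference between 3-h and 12-h light. A difference between genotypes under only one of these lightings is averaged with the other. The model was not tested on simulated data, so a lack of calls does not show that the light responses are alike.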

Cluster analysis of the microarray results identified seven clusters (Supplementary Fig. S7A). 

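The clustering was made again from the 6 ratios of a light array to the dark array of its genotype. It took the 4520 probes at least 2-fold changed in any of the 6 ratios. The distance was 1 minus Pearson's correlation, with average linkage and 7 clusters. The legend of Fig. 4A names average linkage for the clustering of the samples, and the paper's text names no linkage for the genes. The cluster sizes, in descending order, were 2615, 964, 443, 221, 211, 50 and 16 probes. Cluster 1 as numbered here was lowered most in TKO larvae, with mean log2 ratios of -1.16 at 3-h light and -1.25 at 12-h light. The fold threshold moved the clustering most, with 16319 probes clustered at 1.5-fold and 921 at 3-fold.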

We identified target genes of interest whose expression levels change in the same direction between zebrafish that form behavioral rhythms (i.e. WT and DKO animals exposed to 12-h light) and those that do not (i.e. DKO animals exposed to 3-h light, and TKO animals exposed to 3-h or 12-h light). Accordingly, we focused on genes in cluster 6, which were efficiently inhibited in animals that establish behavioral rhythm relative to those with defective behavioral rhythms, and included a number of cellular clock-target genes (Supplementary Table S2). 

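The probes that follow the stated pattern were counted directly. A probe counted when its log2 ratios in WT and DKO larvae at 12-h light were both below 0 and the higher of them lay at least 0.5 below the lowest ratio of DKO larvae at 3-h light and TKO larvae at 3-h and 12-h light. Of 40208 probes, 52 did. The 5 ratios can be divided in 10 ways into a pair that is lower and 3 others. The paper's division took place 3 by the number of probes, after the pair of TKO ratios with 2901 probes and the pair of DKO ratios with 179. Arrays simulated without any change gave 18.2 probes on average, between 12 and 25, against 36 observed over the same 36499 probes. At a margin for a threshold of 1.5-fold 400 probes had the pattern, and at 3-fold 7. With WT larvae at 3-h light, which also form behavioral rhythms, added to the lower side, 12 probes had it. Among the clusters made again here, cluster 2 came closest to the pattern, by the higher mean of WT and DKO larvae at 12-h light minus the lowest mean of the other 3. It was not lowered in DKO larvae, with means of 0.02 at 12-h light and 0.04 at 3-h light. Under 6 of the 10 alternatives the closest cluster was lowered in both WT and DKO larvae at 12-h light, and below the other 3 ratios. For example, its means were -1.18 and -0.72 with normexp background correction and quantile normalization, where the lowest of the other 3 was -0.366. They were -1.69 and -0.813, against -0.515, at the 3-fold threshold, and -0.826 and -0.873, against -0.561, with Euclidean distance and Ward linkage. Under the other 4 it was not lowered in DKO larvae, with means of -0.333 and 0.0442 in WT and DKO larvae with median scaling and 0.0631 and 0.177 with the deposited table. They were -0.243 and 0.131 without a filter and 0.06 and 0.0804 at the 1.5-fold threshold.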

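The copy of Supplementary Table S2 at hand lists 126 entries with 96 distinct names, fewer than the genes of cluster 6, and 77 of them were paired by hand with a gene measured on the arrays, after the values had been seen. The median log2 ratio of these 77 genes was -1.15 in WT larvae and -0.838 in DKO larvae at 12-h light. It was -0.488 in DKO larvae and -0.471 in TKO larvae at 3-h light, -0.693 in TKO larvae at 12-h light and -0.703 in WT larvae at 3-h light. Below 0 were 74 genes in WT and 69 in DKO larvae at 12-h light, and 65 in TKO larvae at 12-h light. Both 12-h ratios of WT and DKO larvae lay below 0 and below the other 3 in 52 of the 77 genes, and by a margin of at least 0.5 in 6. The paper chose these genes on the same arrays, so the tallies describe the table and are not independent evidence.

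Of the clock genes in the table, zPer1b fell by at least 3.01 in WT larvae at 12-h light, where its probe A_15_P658736 was not well above background. It changed by -0.93 in DKO and -0.81 in TKO larvae at 12-h light, and by -0.70, -0.02 and 0.44 in WT, DKO and TKO larvae at 3-h light. zRev-erbα changed by -0.79 in WT, 0.58 in DKO and 1.30 in TKO larvae at 12-h light, and zPer3 by -0.86, 0.05 and 0.34. zPer1a, zCry1b and zCry3 stood at -1.25, -0.95 and -1.10 in WT larvae at 12-h light and at -0.12, -0.10 and 0.288 in DKO larvae. Of the probes of zPer1a, A_15_P175931 was at -0.05 and A_15_P744906 at -2.46 in WT larvae at 12-h light.

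**Figure D3:**
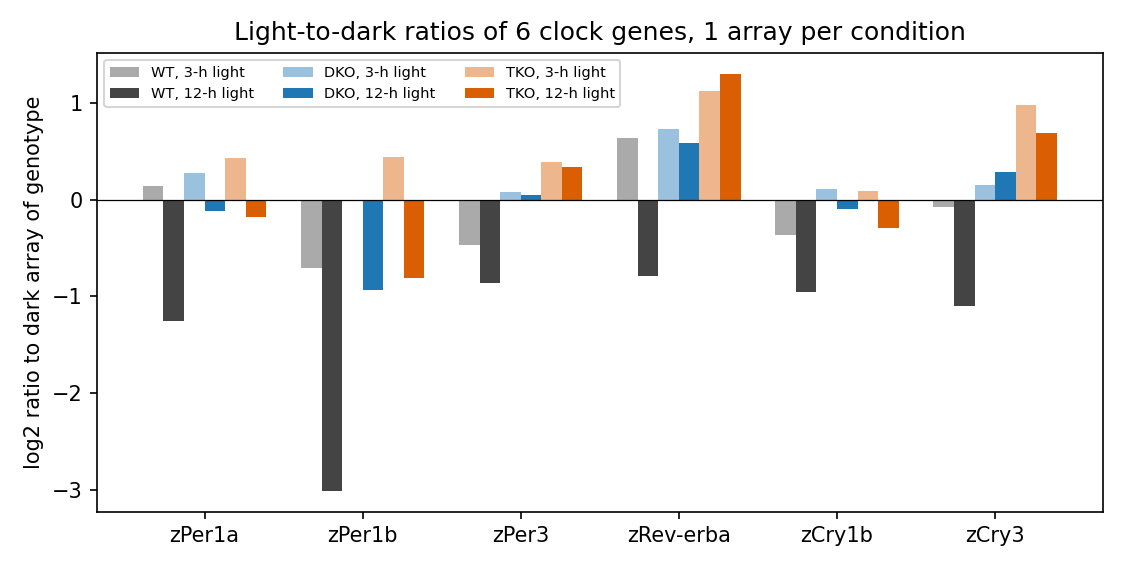
Log2 ratio of each light array to the dark array of its genotype for 6 clock genes of Supplementary Table S2, 1 array per condition, as the mean of each gene's probes. At 12-h light all 6 WT bars lie below 0, and of the DKO bars that of zPer1b is the lowest, at -0.93.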

As expected, pathway analysis suggested that cluster 6 genes regulate “CLOCK:BMAL-dependent transcription” (Supplementary Fig. S7B). 

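In the clustering made again here, 123 probes of the Supplementary Table S2 genes were among the clustered probes, and 98 of them lay in cluster 2, the one that came closest to the pattern of the paper's cluster 6. Another 22 lay in cluster 1 and 3 in cluster 5. Cluster 2 held both probes of zPer1b, both of zRev-erbα, the probe of zCry3, 1 of the 2 probes of zPer1a and 1 of the 2 probes of zPer3. All probes of zPer2, zCry1a, zCry2a and zCry2b lay in cluster 3, which was raised at 12-h light in every genotype. The pathway analysis used the KeyMolnet software and was not repeated here. From that analysis of the genes in cluster 6, the paper proposes that these genes regulate transcription by the CLOCK:BMAL complex.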

To confirm the result of the pathway analysis, we used RT-PCR to examine expression profiles of the CLOCK:BMAL target genes *zPer1b*, *zRev-erbα*, and *zPer3* in zebrafish (Fig. 4B). We found that a 3-h light exposure induced circadian expression of these genes in WT zebrafish, but not in DKO animals, whereas a 12-h light exposure induced circadian gene expression in both DKO and WT zebrafish. In contrast, 12-h light failed to establish circadian oscillation of these genes in TKO zebrafish. These results were confirmed by the cosinor analysis (Supplementary Table S3). Our statistical analysis with Two Way ANOVA’s method revealed increased expression of *zPer1* and *zPer3* in DKO animals exposed to 3-h and/or 12-h light (Supplementary Table S4). These results reveal that circadian gene expression was not established in zebrafish with defective behavior rhythm formation (Supplementary Table S5). Thus, our results suggest that the defect in formation of behavioral rhythms in DKO and TKO zebrafish is due to deregulation of their cellular clocks.

**Figure 4:**
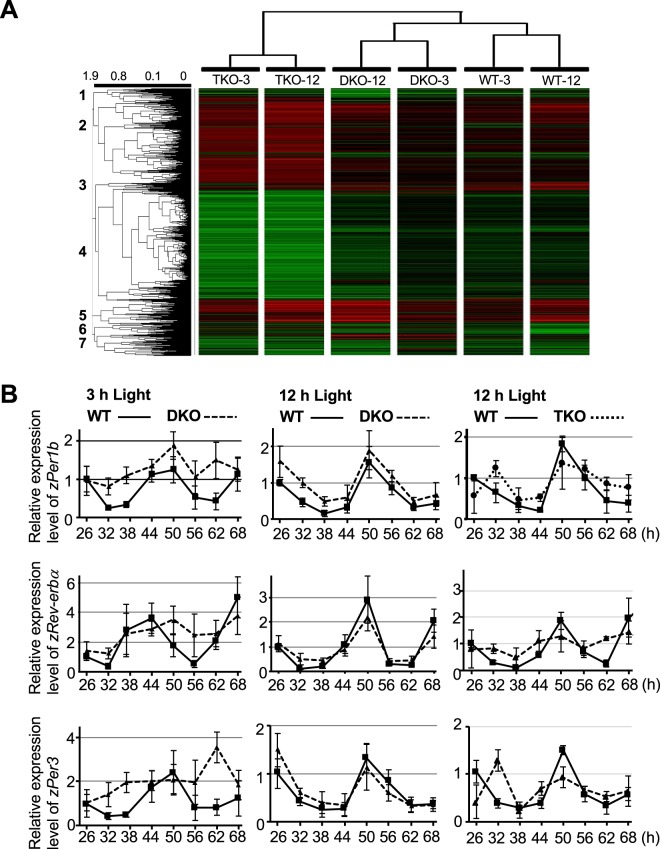
Analysis of clock gene expression profiles in WT, DKO, and TKO zebrafish. (**A**) Heatmap analysis of microarray data showing hierarchical clustering of genes. The expression levels in zebrafish exposed to 3-h and 12-h light were first normalized against those in animals kept in the darkness for WT, DKO, or TKO zebrafish. The normalized expression levels were then compared among animals of the three different genotypes. Red or green colors indicate differentially up- or downregulated genes, respectively. The dendrogram displayed on top was based on hierarchical clustering of the samples using the average linkage method. (**B**) Left and middle panels: WT (solid line) and DKO (dotted line) zebrafish were raised in DD conditions and exposed to 3-h (left panel) or 12-h (middle panel) light at the beginning of 6 dpf. Expression levels of indicated genes were examined by RT-PCR analysis at the indicated time points after the treatment. Right panels: WT (solid line) and TKO (dotted line) zebrafish were raised in DD conditions and exposed to 12-h light at the beginning of 6 dpf. Expression levels of indicated genes were examined by RT-PCR analysis at indicated time points after the treatment. In all experiments, the value at time point 0 was set as 1 for each gene. Values are mean ± S.E.M. of three independent experiments.

### Light-dependent synchronization of cellular clocks is impaired in TKO cells

We next investigated the mechanism underlying the impaired light-dependent regulation of cellular clocks. To this end, we used zebrafish cultured cells, a well-known cell-based experimental system for studying the effects of light on cellular clocks^14,15^. We established cell cultures from WT, DKO, and TKO zebrafish embryos, and analyzed circadian transcription by real-time monitoring of a *Per1* clock gene promoter-driven firefly luciferase reporter (Fig. 5A and Supplementary Fig. S8). A 3-h light exposure triggered a circadian oscillation of firefly luciferase activity in WT cultured cells but not in DKO cells, whereas exposure with 12-h light established the circadian change of bioluminescence in DKO and WT cells but not in TKO cells. Thus, the light exposure and genotypes required to establish the circadian oscillation of gene expression were highly similar in zebrafish cells *in vitro* (Fig. 5A) and in zebrafish *in vivo* (Fig. 4B).

**Figure 5:**
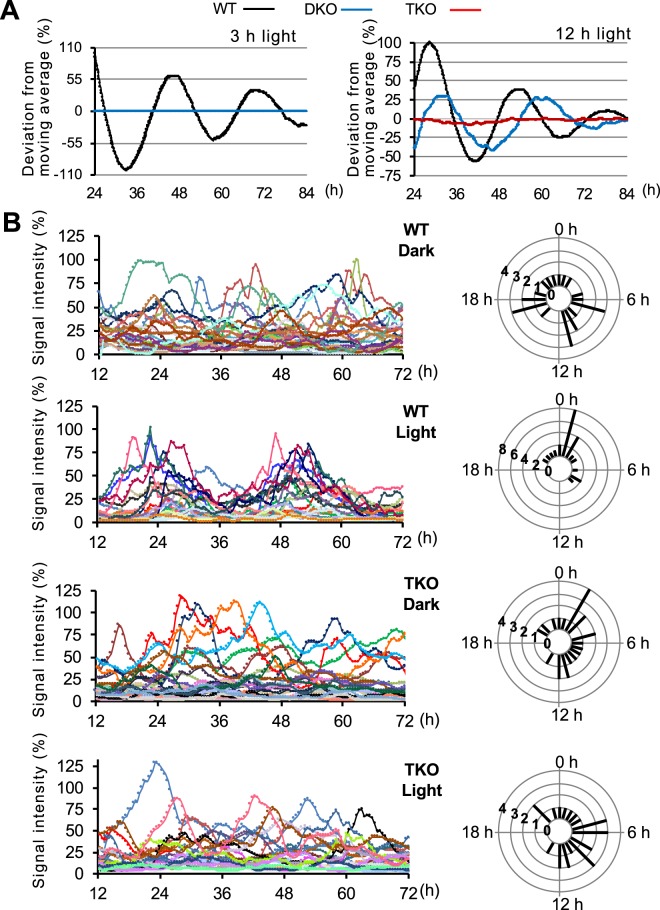
Characterization of cellular clocks in WT and TKO cells at the single cell level. (**A**) WT, DKO, and TKO cultured cells were transfected with the *Per1*::Luc construct and exposed to light for 3-h or 12-h. *Per1* reporter bioluminescence in each cultured cell was monitored over the indicated time course. The bioluminescence values were detrended according to the instrument protocol and the detrended values were normalized by averaging intensity over time. Detrended data representative of three independent experiments are shown. (B) Left panels: Luminescent traces from individual WT and TKO cultured cells maintained in DD conditions (Dark) or exposed to light for 12-h (Light) were monitored by real-time bioluminescence imaging. [WT dark (n = 24), WT light (n = 24), TKO dark (n = 23) TKO light (n = 25)] Right panels: Circular histograms of phase distribution from WT or TKO cultured cells kept in DD conditions (Dark) or exposed to 12 h light (Light). The times having peak signal levels were determined using the “Cosinor” and “Acro” software.

The impaired circadian oscillation of gene expression in DKO and TKO cells could be explained either by arrhythmicity of each cellular clock, or by the impaired synchronization of rhythmic cellular clocks. To discriminate between these two possibilities, we developed a zebrafish cell-based system in which rhythmic expression of the *Per1* promoter-driven bioluminescence could be detected at the single cell level. We chose nanoluciferase (Nluc) as a reporter because the bioluminescence intensity of Nluc is about 100-fold higher than that of firefly luciferase^37^. To allow for a large amplitude of cyclic Nluc accumulation, we engineered a short-lived bioluminescent Nluc fusion protein with a C-terminal PEST element. We used the *Per1*::Nluc-PEST construct to generate *Per1*::Nluc reporter WT and TKO cells (Nluc-WT and Nluc-TKO cells).

First, we conducted real-time recording of bioluminescence from single Nluc-WT cells, which were kept in the dark for 2.5 days prior to recording (Fig. 5B). The bioluminescence profile revealed that, as expected, individual cells displayed a robust but out-of-phase circadian oscillation of Nluc signal intensity. Circular histograms of phase distribution confirmed this random distribution of phase. Next, we kept Nluc-WT cells kept in constant dark conditions for 2 days, exposed them to 12-h light, and recorded their bioluminescence in constant dark conditions. We found that the entire population of individual luminescent cells oscillated in a common phase of the circadian cycle after the 12-h light exposure. The circular histograms of phase distribution demonstrated that Nluc-WT cells exposed to light maintained a common phase.

Next, we conducted single cell bioluminescence recording using Nluc-TKO cells kept in constant dark conditions for 2.5 days. Bioluminescence intensities in Nluc-TKO cells displayed a clear but out-of-phase circadian oscillation in constant dark conditions, suggesting that loss of *zCry1a*, *zPer2*, and *zCry2a* does not lead to arrhythmicity of each cellular clock. Importantly, exposure to 12-h light did not synchronize the phases of circadian oscillation of bioluminescence in Nluc-TKO cells. Circular histograms of phase distribution confirmed the defective light synchronization of bioluminescence oscillation. Taken together, our results suggest that the impaired formation of behavioral rhythms in DKO and TKO zebrafish larvae is not due to the inactivation of individual cellular clocks, but instead reflects a defective light-dependent synchronization of cellular clocks.

### Reduced activity of DKO and TKO zebrafish is linked to abnormal regulation of metabolism

Next, we focused on identifying the molecular mechanism underlying the reduced locomotor activity in the DKO and TKO zebrafish. The sleep-inducing hormone melatonin has been reported to suppress activity in zebrafish^13,38^. We predicted that melatonin levels would increase in DKO and TKO zebrafish. To test this hypothesis, we exposed DKO and TKO zebrafish to 3- or 12-h of light and examined the levels of mRNA encoding the melatonin synthase *zAanat2*^12,39^. Contrary to our expectations, *zAanat2* mRNA levels were reduced in DKO and TKO animals compared to those in WT animals (Fig. 6A,B). Further, TKO animals exposed to 12-h light displayed reduced melatonin protein levels compared to similarly treated WT animals. Thus, the reduced activity of DKO and TKO zebrafish does not arise from up-regulation of melatonin.

**Figure 6:**
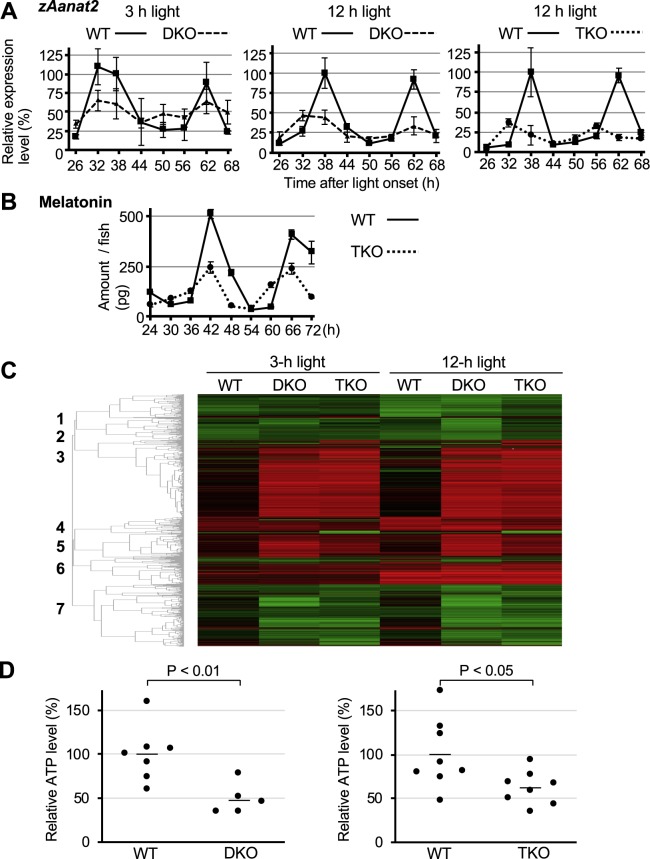
Identification of molecular mechanisms underlying the reduced activity of DKO and TKO zebrafish. (**A**) Left and middle panels: WT (solid line) and DKO (dotted line) zebrafish were raised in DD conditions and exposed to 3-h (left panel) or 12-h (middle panel) light at the beginning of 6 dpf. The expression level of zAanat2 was examined by RT-PCR analysis. Right panel: WT (solid line) and TKO (dotted line) zebrafish were raised in DD conditions and exposed to 12-h light at the beginning of 6 dpf. The expression level of *zAanat2* was examined by RT-PCR analysis. In all experiments, the value at time point 0 was set to 1. Values are mean ± S.E.M. of three independent experiments. (**B**) Zebrafish were raised in DD conditions and exposed to a 12-h light pulse at the beginning of 6 dpf. At indicated time points after the onset of light, melatonin levels in each WT (solid line) and TKO (dotted line) zebrafish were examined by LC-MS/MS. Values are mean ± S.E.M. of three independent experiments. (**C**) Heatmap analysis of microarray data showing hierarchical clustering of differentially expressed genes in WT zebrafish kept in darkness relative to WT, DKO, and TKO zebrafish exposed to 3-h or 12-h light. Red or green colors indicate differentially up- or downregulated genes, respectively. Hierarchical cluster analysis of the microarray data identified seven gene clusters. (**D**) Measurement of ATP levels in WT, DKO and TKO zebrafish. WT, DKO and TKO animals raised in constant darkness were exposed to light for 12-h at the beginning of 6 dpf. They were then kept in constant darkness for 12-h and prepared for the ATP assay. In both experiments for DKO and TKO zebrafish, the average ATP level in WT zebrafish was set to 100%. Left panel; WT (n = 7), DKO (n = 5). Right panel; WT (n = 8), TKO (n = 8). P < 0.01 and P < 0.05 (Student’s t-test).

We then conducted a microarray analysis to gain insight into the molecular mechanism underlying the reduced activity of DKO and TKO zebrafish compared to WT zebrafish (Fig. 6C). 

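The arrays of this comparison are the same 9 as those of Fig. 4A, with the same processing. Whole larvae were used, so a change can come from any tissue. The slides follow the genotypes, and a difference of DKO and TKO larvae from WT larvae cannot be told apart from one between slides. The genotypes were compared array by array within each lighting, where the legend of Fig. 6C gives no time of sampling, and across lightings with limma in the model with terms for genotype and lighting. In limma, a probe was tested when it was well above background on all arrays of at least 1 genotype, which left 38342 probes. Each genotype has 3 arrays in that model, 1 per lighting, and they differ in lighting rather than being replicates of one condition. In tests on simulated data, limma recovered 100 of 100 probes changed 4-fold and 95 of 100 changed 2-fold between knockout and WT larvae, with 15 false calls among 38342 probes.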

We prepared samples from WT, DKO, and TKO animals exposed to 3-h and 12-h light, and normalized the gene expression levels to WT animals kept in darkness. Cluster analysis identified seven gene clusters (Supplementary Fig. S9). 

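The clustering was made again from the ratios of the 6 light arrays to WT larvae kept in darkness. It took the 3784 probes at least 2-fold changed in any of the 6 ratios, with the same distance, linkage and number of clusters as for Fig. 4A. The cluster sizes were 1796, 1238, 563, 83, 56, 37 and 11 probes. Cluster 1 as numbered here was raised in DKO and TKO larvae, with mean log2 ratios of 0.865 and 0.862 at 3-h light and 0.853 and 0.859 at 12-h light, against 0.01 and -0.16 in WT larvae. Cluster 2 was lowered, with -0.85 and -0.86 at 3-h light and -1.07 and -0.90 at 12-h light, against -0.25 and -0.23 in WT larvae. Euclidean distance with Ward linkage moved the raised cluster most, to 243 probes, and the lowered one to 156.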

Our earlier results showed that the reduced activity depended on disruption of both *zCry1a* and *zPer2* genes, and not on the lighting conditions (Fig. 1B,C, Supplementary Table S5). Thus, we reasoned that the expression levels of the genes maintaining activity likely change in a common direction in DKO and TKO zebrafish when compared to WT animals, regardless of the light conditions. Accordingly, we focused on clusters 3 and 7: genes in cluster 3 showed elevated expression in DKO and TKO zebrafish compared to in WT animals, whereas genes in cluster 7 showed reduced expression in DKO and TKO zebrafish compared to in WT animals (Supplementary Fig. S10). 

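Set against WT larvae of the same lighting, 1126 probes differed at least 2-fold in DKO larvae at 3-h light and 1647 at 12-h light, and 1122 and 1456 in TKO larvae. Of 40089 probes, 402 were at least 2-fold higher and 102 at least 2-fold lower in all 4 ratios. Of these, 286 and 84 were also at least 2-fold higher or lower in both genotypes in darkness. In the clustering made again here, 390 of the 402 higher probes lay in the raised cluster and 100 of the 102 lower ones in the lowered cluster. The 4 ratios share the WT arrays. Arrays simulated without any change gave on average 0.2 higher and 0.1 lower probes, against 292 and 80 observed over the same 36499 probes. The simulated arrays hold no difference between slides, so they cannot tell an effect of genotype from one of slide. The threshold moved the counts to 1179 and 401 at 1.5-fold and to 98 and 31 at 3-fold, and normexp background correction with quantile normalization to 90 and 41.

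After Benjamini-Hochberg adjustment, limma called 8699 of 38342 probes for the mean of DKO and TKO larvae against WT larvae, 4157 higher and 4542 lower. It called 5124 for DKO larvae, 3286 higher and 1838 lower, and 9790 for TKO larvae, 3888 higher and 5902 lower. The share of higher calls moved from 64.1% to 52.1% for DKO larvae with normexp background correction and quantile normalization, and from 39.7% to 53% for TKO larvae with median scaling. Without the dark TKO array limma called 14139, 11348 and 10921 probes. The lowest count for the mean of both knockouts was 3447, without the WT array at 3-h light, which also gave the lowest for TKO larvae, 3453, and for DKO larvae it was 2303, without the DKO array at 12-h light.

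Called in both DKO and TKO larvae were 3938 probes in the same direction and 28 in opposite directions. Across probes, r between the log2 changes of DKO and TKO larvae was 0.732, and 73.3% of the probes had the same sign. Both changes share the WT arrays, and unchanged groups set against them gave on average an r of 0.501, 66.7% and 0 shared calls. These simulated groups likewise hold no difference between slides.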

We performed a gene ontology (GO) analysis and uncovered GO terms related to metabolism, such as “metabolic process” and “single-organism metabolic process”, in clusters 3 and 7, but not in the other clusters (Supplementary Fig. S11). 

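The probes at least 2-fold higher in all 4 ratios of DKO and TKO larvae to WT larvae of the same lighting name 155 genes, and the lower ones 40. As the mean over all arrays, probe A_15_P208671 of serpina10a was at least 176-fold higher in DKO and TKO larvae than in WT larvae. For this mean, signals near background were raised to the lowest reliable level of each array. It was well above background on 1 of the 3 WT arrays, that at 3-h light. There it was 15.8-fold higher in DKO and 27.2-fold higher in TKO larvae, so the mean rests on WT arrays near background. On the signals as measured, limma gave this probe a log2 change of 8.90 (standard error 1.21, limma adjusted p = 0.00288), higher in 18 of 18 pairs of arrays. Probe A_15_P737561 of slc25a14 was at least 42.5-fold higher, as it was not well above background on any WT array. Of the 2 other probes of slc25a14, 0 changed at least 2-fold the same way. Probe A_15_P663691 of npsn was at least 80.9-fold lower and well above background on 1 of the 6 knockout arrays. Of the 3 other probes of npsn, 0 changed at least 2-fold the same way. Probe A_15_P742626 of pklr had a log2 change of -7.04 (0.211, limma adjusted p = 1.6e-05), lower in 18 of 18 pairs. It was at least 126-fold lower as the mean of both knockouts and at least 4100-fold lower in DKO larvae, where it was well above background on 1 of 3 arrays. Its smallest decrease in a single lighting was 1.36 (log2) over both knockouts, against 11.8 in DKO larvae alone. The mean of both knockouts thus rests mostly on DKO larvae. The other 5 probes of pklr changed between -1.34 and 0.13 in DKO larvae. In TKO larvae, probe A_15_P149006 of slc25a10b was at least 213-fold lower and probe A_15_P101674 of si:dkeyp-73d8.6 at least 167-fold higher. The 1 other probe of slc25a10b did not change at least 2-fold the same way, and si:dkeyp-73d8.6 has no other probe to compare. Such a difference at a single probe need not be a change in the level of the gene. Probes of one gene can go opposite ways: of si:dkey-7c18.24, A_15_P739836 was at -4.77 and A_15_P624910 at 3.77 in DKO larvae at 12-h light.

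The GO analysis was not repeated here, since the members of the paper's clusters are not listed in its text. The paper reasons that expression of the genes that maintain activity likely shifts the same way in both knockouts whatever the lighting. On that ground it takes up the GO terms of the raised and the lowered cluster, which relate to metabolism.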

The genes constituting the GO terms related to metabolism in clusters 3 and 7 included those regulating cellular ATP levels (Supplementary Fig. S10). ATP is an important cellular energy carrier, and thus its level tightly relates to the physical activity of the animal. We used a firefly luminescence-based ATP assay system to measure ATP levels in WT, DKO, and TKO zebrafish exposed to 12-h light (Fig. 6D). Notably, ATP levels in DKO and TKO zebrafish were significantly lower than that in WT animals. 

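Of genes that code for glycolytic enzymes or their regulators, hkdc1, pfkfb2a and pgm1 were examined. For pfkfb2a, limma gave a log2 change against WT larvae of -1.71 in DKO larvae (standard error 0.0911, limma adjusted p = 0.000276) and -0.586 in TKO larvae (0.0911, limma adjusted p = 0.00962). Its probes differed. Probe A_15_P239591 was at -2.56, -3.47 and -2.72 in DKO larvae in darkness, at 3-h light and at 12-h light, and at -1.17, -1.45 and -0.83 in TKO larvae. Probe A_15_P105149 was at -0.83, -1.03 and -1.08 in DKO larvae, and probe A_15_P719571 was not well above background on any DKO array, so the value of the gene takes in signals near background. For pgm1, the change was -0.344 in DKO larvae (0.0621, limma adjusted p = 0.0198) and -0.491 in TKO larvae (0.0621, limma adjusted p = 0.00485).

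For hkdc1, the change was -0.501 in TKO larvae (0.118, limma adjusted p = 0.0313) and was not past the threshold in DKO larvae, at -0.147 (0.118, limma adjusted p = 0.512). On the single arrays of DKO larvae hkdc1 was at 0.139 in darkness, -0.12 at 3-h light and -0.46 at 12-h light relative to WT larvae. With normexp background correction and quantile normalization, the change of hkdc1 in TKO larvae was -0.114 and no longer past the threshold (limma adjusted p = 0.151). Among the clusters made again here, probe A_15_P197501 of hkdc1, probes A_15_P105149 and A_15_P239591 of pfkfb2a and probe A_15_P112909 of pgm1 lay in the cluster lowered in DKO and TKO larvae.

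**Figure D4:**
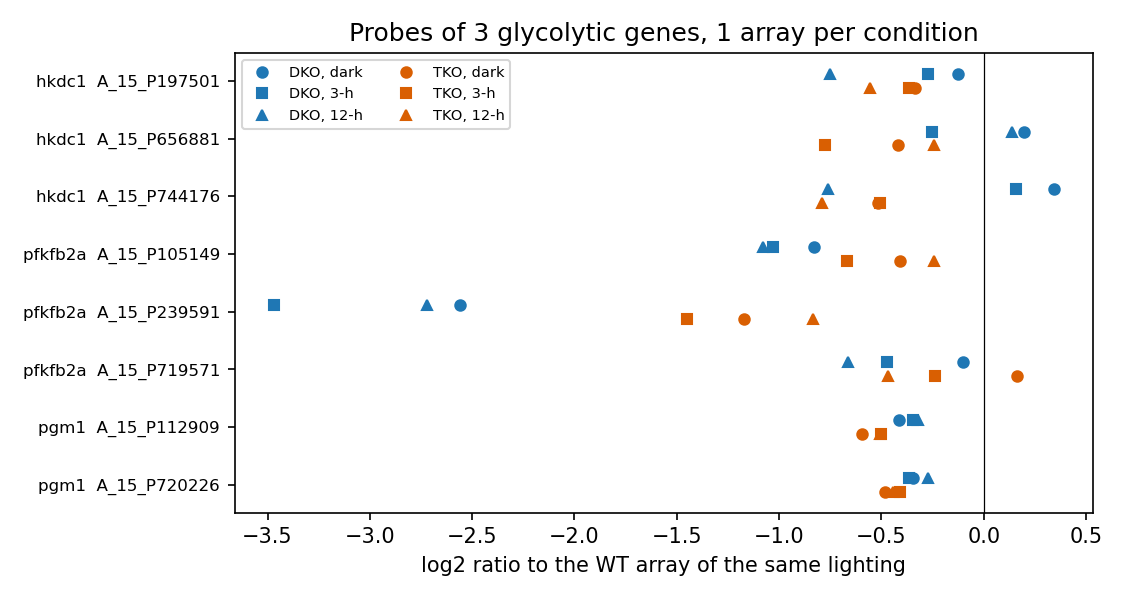
Log2 ratio of each DKO (blue) and TKO (orange) array to the WT array of the same lighting for the 8 probes of hkdc1, pfkfb2a and pgm1. Both probes of pgm1 lie below 0 on all 6 arrays, and probe A_15_P239591 of pfkfb2a lies farthest below 0, at -3.47 in DKO larvae at 3-h light.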

We found that glycolytic genes such as *Hexokinase domain containing 1*, *6-phosphofructo-2-kinase/fructose-2, 6-biphosphatase 2a* (*Pfkfb*) and *Phosphoglucomutase 1* in cluster 3 were down-regulated in DKO and TKO animals. 

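A list of 36 genes of glycolysis was written before the data were examined, and 31 of them were measured. It holds hkdc1 but not pfkfb2a and pgm1, so the counts below leave these 2 genes out. For DKO larvae, limma called 3 of the 31 genes among 12833 genes tested, 1 lower and 2 higher, and 6 when adjusted over the list alone, 3 lower and 3 higher. For TKO larvae it called 7, 5 lower and 2 higher, and 9 when adjusted over the list alone, 6 lower and 3 higher. For the mean of both knockouts it called 6, 3 lower and 3 higher, and 6 when adjusted over the list alone. The median log2 change of the list was -0.09 in DKO and -0.12 in TKO larvae, with 23 and 20 of the 31 genes below 0. With the brightest probe of each gene in place of the mean of its probes, these medians were 0.02 and -0.04, so the sign for DKO larvae depends on that choice. The lower call in DKO larvae was pklr with -2.29, to which 1 of its 6 probes gives most, and gpib, with 3.11 the largest increase, has a single probe on the array.

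As a set, the list gave a p of 0.159 for DKO and 0.212 for TKO larvae with limma's camera test, and 0.154 and 0.0285 with its fry test, or 0.312 and 0.0903 after adjustment over the 55 list tests. Among 10000 random lists of the same size matched on signal, the median of the list lay at percentile 15.4, 9.65 and 52.6 in DKO larvae in darkness, at 3-h light and at 12-h light, and at percentile 1.32, 11 and 87.6 in TKO larvae.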

Taken together, our results suggest that impaired cellular energy metabolism contributes to the reduced activity of DKO and TKO zebrafish.

## Discussion

Our work shows that zebrafish use multiple light-induced cellular clock regulators for the light-dependent synchronization of cellular clocks. In nature, zebrafish are exposed to light-dark cycles and the intensity of light depends on the time of day and local conditions. The existence of multiple cellular clock regulators might allow the zebrafish circadian clock to benefit from different qualities of external light. Further, cross-talk between acute (zPER2 and zCRY1a) and slow (zCRY2a) light-induced cellular clock regulators might tightly synchronize cellular clocks to confer robustness to the zebrafish circadian clock in the face of a wide range of environmental conditions.

Mouse *Per1* and *Per2* genes are induced by the CLOCK (NPAS2):BMAL complex via E-box and by light via cAMP responsive element^40^. The CLOCK(NPAS2):BMAL-dependent induction of *Per1* and *Per2* is essential for formation of the cellular clock, whereas the light-dependent induction of *Per1* and *Per2* is proposed to be involved in the light-dependent synchronization of cellular clocks. However, whether light-dependent induction of *Per1* and *Per2* is required to synchronize cellular clocks has not been fully elucidated by adequate genetically modified mice. Genetic inhibition of both mouse *Per1* and *Per2* genes disrupts the cellular clock, and thus prevents the analysis of synchronization^41^.

In zebrafish, there are four transcriptional repressor type *Cry* genes (*zCry1a*, *zCry1b*, *zCry2a*, and *zCry2b*) and four *Per* genes (*zPer1a*, *zPer1b*, *zPer2*, and *zPer3*). *zCry2a* and *zCry2b* are induced by both the CLOCK (NPAS2):BMAL complex and by light; *zCry1b*, *zPer1a*, *zPer1b*, and *zPer3* are induced by the CLOCK (NPAS2):BMAL complex but not by light; and *zCry1a* and *Per2* are induced by light but not by the CLOCK (NPAS2):BMAL complex^21,26,28,31,33^. These distinct dependencies of *zPer* and *zCry* gene expression allowed us to uncover a role for light-induced zPER2, zCRY1a and zCRY2a in the light-dependent synchronization of cellular clocks. Thus, zebrafish is a particularly useful animal model for studying the light-dependent synchronization of cellular clocks.

In mammals, light signal is received by the retina and then integrated to the SCN cellular clocks^8,9^. The SCN cellular clocks then transmit light information to peripheral cellular clocks via humoral signals, and synchronize them. Furthermore, recent studies have reported that factor(s) other than cellular clocks in SCN can synchronize peripheral cellular clocks in a light-dependent manner^42^. In contrast, in zebrafish, light directly synchronizes peripheral cellular clocks in addition to central cellular clocks^14,15^. Hence, there are two possible mechanisms for synchronization of zebrafish peripheral cellular clocks: a central clock-dependent mechanism and a light-regulated mechanism. The whole-body KO animals generated in the current study cannot distinguish whether the synchronization of peripheral clocks is disrupted due to defects in central clocks or in light-dependent regulation. Future analyses of central or peripheral-specific KO zebrafish of *zPer2*, *zCry1a* and *zCry2a* would be informative on this point.

We found that zPER2 and zCRY1a regulate the expression of genes controlling energy metabolism, which likely contributes to the locomotor activity of zebrafish. zPER2 and zCRY1a form a heterodimer that functions as a transcriptional regulator^43^. As mentioned above, the activity control by zPER2 and zCRY1a is independent of the circadian clock. Therefore, the zPER2:zCRY1a complex would not target the CLOCK (NPAS2):BMAL complex to control energy metabolism (Supplementary Fig. S12). Previous studies in mice and zebrafish have reported that PER2 physically interacts with nuclear receptors, such as PPARα, REV-ERBα, RORα and PPARγ, to regulate their transcriptional activities^27,44,45^. In particular, PER2-mediated regulation of PPARγ‘s transcriptional activity contributes to the control of mouse lipid metabolism^45^. Based on these facts, we predict that the zPER2:zCRY1a complex directly and/or indirectly regulates the activities of various transcription factors whose targets play key roles in controlling cellular metabolism, thereby maintaining activity. Components of the circadian clock regulate both behavioral rhythms and locomotor activity, which likely functions to maximize physiological efficiency.

Finally, our data show that zPER2 and zCRY1a regulate cellular ATP level. We speculate that impaired glycolysis could underlie the decreased ATP levels in DKO and TKO zebrafish. It has been reported that hypoxia-inducible factor 1α (HIF-1α) regulates glycolysis genes, including *Pfkfb* and *Phosphoglucomutase 1*, under both normoxic and hyperoxic conditions^46–48^. Recently, HIF-1α was shown to interact with circadian clock regulators in zebrafish and mammals^49–51^. BMAL1 interacts with HIF-1α to regulate the expression of HIF-1α target genes^52,53^. Thus, it is tempting to speculate that zCRY1a and zPER2 regulate the activity of the BMAL1-HIF-1α complex to control the expression of glycolysis genes and cellular ATP levels.

## Materials and Methods

### Statement on the Ethical Treatment of Animals

This study was carried out in strict accordance with the recommendations in the ethical guidelines of Tokyo Medical and Dental University (TMDU). All experimental protocols in this study were approved by the Animal Welfare Committee of TMDU (Permit Number: A2017-048C2). All experiments were performed in a manner that minimized pain and discomfort.

### Fish

The TL zebrafish were maintained in distilled water, to which a small amount of salts and minerals is added. The water was heated to 26 °C, filtered and recycled continuously. Zebrafish were fed twice daily. Embryos and young zebrafish were raised and maintained in Egg water at 28 °C in an incubator, as described previously^54^.

### Generation of KO zebrafish

TALEN was used to generate *zCry1a* KO and *zPer2* KO zebrafish. The plasmids for synthesizing TALEN mRNAs were constructed in a two-step assembly system as described previously^55,56^. Six or fewer TAL effector repeat modules were ligated into pFUS vectors (intermediate array vectors) as the first step. Subsequently, the intermediate array vectors and last TAL effector repeat were ligated into the pCS2TAL3DD vector for a forward TALEN or the pCS2TAL3RR vector for a reverse TALEN as the second step. The TALEN mRNAs were transcribed from the linearized above-mentioned plasmids using T7 polymerase (Toyobo). To generate *zPer2* and *zCry1a* KO zebrafish, forward and reverse TALEN mRNAs (400 pg each) targeting the *zPer2* and *zCry1a* genes, respectively, were injected into the blastomeres of one-cell stage WT zebrafish embryos as described previously^57^. The produced *zPer2* KO zebrafish and *zCry1a* KO zebrafish were then crossed to generate DKO zebrafish.

The CRISPR/Cas9 system was used to disrupt the *zCry2a* and *zCry2b* genes. To construct the single-guide RNA (sgRNA)-expression plasmids, pDR274-*zCry2a* and pDR274-*zCry2b*, sense and anti-sense oligonucleotides targeting *zCry2a* or *zCry2b* were annealed and inserted into the BsaI-cleaved pDR274 vector. The *Cas9* expression plasmid pCS2-hSpCas9 was purchased from Addgene. The sgRNAs were transcribed from the linearized pDR274-*zCry2a* and pDR274-*zCry2b* using T7 polymerase (Toyobo). The *Cas9* mRNA was transcribed from the linearized pCS2-hSpCas9 using mMESSAGE SP6 Kits (Thermo Fisher Scientific). To generate TKO zebrafish, Cas9 mRNA (200 pg) and sgRNA (50 pg) targeting *zCry2a* were injected into the blastomeres of one-cell stage DKO zebrafish embryos.

To check the genotypes of the produced KO zebrafish, zebrafish fin clips were incubated in 50 μl of lysis buffer (10 mM Tris-HCl (pH 8.0), 1 mM EDTA, 0.2% Triton X-100, and 200 μg/ml proteinase K) at 50 °C for 8 h. Then, the solution was incubated at 100 °C for 10 min to inactivate proteinase K. The TALEN and CRISPR target loci were amplified using the supernatants as templates and the following primers: zCry1a forward, 5′-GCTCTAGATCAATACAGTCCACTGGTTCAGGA-3′ and zCry1a reverse, 5′-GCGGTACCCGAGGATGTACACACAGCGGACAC-3′ for the *zCry1a*-TALEN target locus; zPer2 forward, 5′-GCGGTACCCCACAACACCCGGAAGATGA-3′ and zPer2 reverse, 5′-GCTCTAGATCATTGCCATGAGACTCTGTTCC-3′ for the *zPer2*-TALEN target locus; zCry2a forward, 5′-TCCAGGTTGACCTTCGAGTATGA-3′ and zCry2a reverse, 5′-AAAGGGTGTGTGAGGTTTTGACA-3′ for the *zCry2a*-sgRNA target locus; zCry2b forward, 5′-CAGCAGTAAATAATAGGAGCGTTTG-3′ and zCry2b reverse, 5′-GCTCCATTCGCTTCAGAGCTTC-3′ for the *zCry2b*-sgRNA target locus. PCR products were electrophoresed on 15% polyacrylamide gels (Nacalai tesque). All full gel electrophoresis images are shown in Supplementary Fig. S13.

### Analysis of zebrafish behavior

Fertilized eggs were kept in a temperature-controlled incubator at 28 °C and maintained under constant darkness before light treatment. 5 dpf zebrafish were then placed in 48-well plates, exposed to light and transferred to constant dim light conditions. Locomotor activities of zebrafish were tracked by the DanioVision Tracking System (Noldus Information Technology) and analyzed by the Ethovision 8.0 software (Noldus Information Technology). Tracks were analyzed for the total distance moved by each larva per 10 min time-bins. Evaluation of circadian rhythmicity in the zebrafish’s behavior was conducted by ActogramJ software^58^.

For the resting behavior analysis, movement distance data of each 1 sec time-bin were generated by Ethovision software and the bins were classified into active (with movement) and immobile (without a detectable movement). Continuous active bins and continuous immobile bins were defined as active bouts and rest bouts, respectively. Then, using a custom-made program by R^59^, the lengths of active bouts and rest bouts were calculated and the cumulative probability distribution plots of summed up data of each genotype were generated (Supplementary Fig. S6). Next, the parameters in Table 2 were calculated according to the definition of resting as a 60 sec or longer rest bout.

### Quantitative real-time (RT)-PCR

Total RNA extraction was carried out using TRIzol (Invitrogen) according to the manufacturer’s instructions. Total RNA was reverse-transcribed into cDNA using Superscript III Reverse Transcriptase (Invitrogen) and oligo (dT) primer. Each quantitative real-time RT-PCR reaction was performed using the Chromo4 real-time detection system (Bio-Rad). For a 20 μl PCR reaction, 10 μl containing cDNA template mixed with the appropriate primers to a final concentration of 200 nM was combined with 10 μl iQ SYBR Green Supermix (Bio-Rad). The reaction was incubated at 95 °C for 3 min, followed by 50 cycles at 95 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s. *zActin* gene was used for normalization. In order to assess circadian rhythmicity of each gene expression, cosinor analysis was carried out using Cosinor software (Circadian Rhythm Laboratory of Boise State University, Boise, ID, USA). PCR primer sequences used in the current study are listed in Supplementary Table S6.

### Melatonin measurement

Zebrafish were added to 100 µl of Milli-Q water and homogenized on ice. Subsequently, 4 volumes of acetone were added and vortexed for 5 min, followed by centrifugation at 18000 G for 10 min. Supernatants were then transferred into clean test tubes and evaporated to dryness at 65 °C under a stream of nitrogen gas. After dissolving residues into 100 µL of Milli-Q water, mixtures were filtered through filters with 0.22 μm pores (Centrifugal Filter Units Ultrafree-MC-GV 0.22 μm, Merck Millipore, Guyancourt, France) and stored at −80 °C until liquid chromatography-tandem mass spectrometry (LC-MS/MS) analyses.

Melatonin was analyzed using LC-MS/MS. Briefly, 10 µL samples were injected into a HPLC system (AC30AD, Shimadzu Corporation, Kyoto, Japan) equipped with a C18 2.0 × 150-mm, 3 µm Kinetex column (Tosoh, Japan). The mobile phase comprised 10 µM ammonium acetate in 0.05% (v/v) acetic acid with varying concentrations of MeOH. The linear gradient was run over 20 min from 5% to 50% MeOH and was then maintained at 100% MeOH for 10 min. The flow rate was 0.3 mL/min and the auto sampler and column oven were maintained at 4 °C and 25 °C, respectively. Melatonin was detected using a triple quadrupole mass spectrometer (LCMS-8050, Shimadzu) and quantified using a multiple reactions monitoring MRM method with transitions of parent ions to product ions. The transition for melatonin was m/z 233.0–130.0. Limits of sensitivity for melatonin was 11.1 fg for a 2:1 signal-to-noise ratio. Intra- and inter-assay variation coefficients were 3.94% and 4.60%.

### Microarray analysis

The microarray analysis was entrusted to Takara Bio Inc. (Japan). Total RNA was extracted from zebrafish treated as described in figure legends using Trizol Reagent (Invitrogen). The quality of RNA was initially assessed by electrophoresis on a 1.5% agarose gel, and further by absorption spectrophotometry (Agilent Bioanalyser 2100; Agilent, Palo Alto, CA, USA). cDNAs were synthesized by the Low Input Quick Amp Labelling Kit. Cy3-labelled cRNA was synthesized by *in vitro* transcription with T7 RNA polymerase. Following fragmentation, cRNA was hybridized on the zebrafish microarray. GeneChips were washed and scanned. Microarray data were processed using GeneChip Operating Software. The gene ontology or pathway analyses were conducted by the KeyMolnet Software (Version 2015; Institute of Medicinal Molecular Design Inc.). Gene expression microarray data have been deposited in the GEO database, with accession number GSE111521. These can be reviewed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111521 by entering token ihermqaqplkbbsd in the box.

### Real-time bioluminescence assay

Zebrafish cultured cells were prepared from WT, DKO, or TKO embryos as described previously^60^. They were cultured at 28 °C in L-15 medium (Sigma) containing 15% fetal bovine serum. Zebrafish cultured cells were transfected with plasmids and synchronized with light as indicated in the figure legends. Real-time bioluminescence in the cells with 0.2 mM luciferin (Toyobo, Japan) was monitored using Kronos (ATTO, Japan), as described previously^61^. If the Y-axis indicates “deviation from the moving average,” the values were detrended according to the instrument protocol (Kronos; ATTO, Japan). All detrended values were normalized by averaging intensity over time. The data in the graph were further normalized using maximum circadian peak intensities over time.

### Generation of zebrafish cells expressing nanoluciferase reporter under the control of the *Per1* promoter

The retrovirus infection system (IMGENEX, San Diego, CA) was used to transduce the Nluc-based clock reporter into zebrafish cells. To construct the retrovirus vector expressing Nluc fused to the PEST sequence (Nluc-PEST) under the control of the mouse *Per1* promoter, the CMV promoter sequence of pCLNCX vector was first replaced with the *Per1* promoter sequence (pPer1-CLNCX). The DNA sequence of Nluc-PEST was then ligated into the pPer1-CLNCX (pPer1-Nluc-PEST-CLNCX). The Per1 promoter-driven Nluc-PEST was expressed in WT or TKO zebrafish cultured cells using the pPer1-Nluc-PEST-CLNCX, with pMD.G/vsv-g as the enveloping vector to produce the Nluc-WT and Nluc-TKO cells.

### Single cell imaging analysis

Real-time bioluminescence in the Nluc-WT and Nluc-TKO cells was monitored at the single cell level using an LV200 (Olympus, Japan) as described previously^62^. EnduRen (Promega) was used as the substrate of NLuc. Values were normalized to maximum peak intensity of sample of WT cells kept in the darkness over time and to average intensity over time. To test the significance of the circadian rhythmicity and acrophase, we performed computerized analysis of normalized data in “Cosinor” and “Acro” software downloaded from the Circadian Rhythm Laboratory Software home page (http://www.circadian.org/softwar.html).

### Phylogenetic tree

Amino acid sequences of PER and CRY of various species were obtained from the Ensembl database. The phylogenetic tree was constructed using the neighbor-joining method and ClustalX software^63^. The reliability of the tree was estimated using the bootstrap method and 10,000 replications.

### Measurement of ATP levels

ATP levels in zebrafish were measured using a luminescence-based ATP assay kit (Toyobo) according to the manufacturer’s instructions. In brief, 6 dpf zebrafish exposed to light as indicated in the legend of Fig. 6D were soaked in the ATP extraction reagent. The supernatants were mixed with the L/L reagent, which contains luciferase and D-luciferin, and produces luminescence in the presence of ATP. Luciferase activities from the mixtures were quantified by means of a luminometer.

## Supplementary information

Supplementary Information

# Supplementary material for: The clock components Period2, Cryptochrome1a, and Cryptochrome2a function in establishing light-dependent behavioral rhythms and/or total activity levels in zebrafish
**Source:** Sci Rep. 2019 Jan 17;9:196. doi: 10.1038/s41598-018-37879-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### **The clock components *Period2*, *Cryptochrome1a*, and *Cryptochrome2a* function in establishing light-dependent behavioral rhythms and/or total activity levels in zebrafish**

Jun Hirayama<sup>1, 2</sup>, Yikelamu Alifu<sup>1</sup>, Rin Hamabe<sup>1</sup>, Sho Yamaguchi<sup>3</sup>, Jun Tomita<sup>3</sup>, Yusuke Maruyama<sup>4</sup>, Yoichi Asaoka<sup>5</sup>, Ken-ichi Nakahama<sup>6</sup>, Teruya Tamaru<sup>7</sup>, Ken Takamatsu<sup>7</sup>, Nobuhiko Takamatsu<sup>8</sup>, Atsuhiko Hattori<sup>4</sup>, Sachiko Nishina<sup>9</sup>, Noriyuki Azuma<sup>9</sup>, Atsuo Kawahara<sup>10</sup>, Kazuhiko Kume<sup>3</sup>, Hiroshi Nishina<sup>1</sup>

## Supplementary figure legends

### Supplementary Fig. S1. Genome editing patterns of *zCry1a* and *zPer2* genes.

(A) Polymerase chain reaction (PCR) products of *zCry1a* or *zPer2* genes from the genomic DNAs of WT, *zPer2* KO, *zCry1a* KO and DKO zebrafish were electrophoresed on a 15% polyacrylamide gel. (B) Upper panel: TALEN-induced mutation pattern of the *zCry1a* gene. The deleted nucleotides in the DNA sequences are indicated by dashes. The WT sequence is shown at the top. TALEN recognizing and spacer sequences are indicated by capital and small letters, respectively. Lower panel: TALEN-induced mutation pattern of the *zPer2* gene. The deleted nucleotides in the DNA sequences are indicated by dashes. The WT sequence is shown at the top. TALEN recognizing and spacer sequences are indicated by capital and small letters, respectively.

### Supplementary Fig. S2. Behavioral patterns in zebrafish kept in DD condition.

Representative double-plotted activity records (actograms) of WT zebrafish kept in DD condition. WT zebrafish were raised in DD conditions for 5 dpf, and their behavior was then analyzed in DD condition. The ratio (%) of rhythmic animals was 12.5 % (n = 8).

### Supplementary Fig. S3. Schematic of Experimental Setup for Fig 2C, Supplemental Fig S4.

Animals were raised in DD condition after fertilization until the beginning of 6 dpf, then exposed to 0-h, 3-h or 12-h of light. Larvae were harvested for RNA every 3 h (starting from the onset of light, t=0), as indicated by a \*. Black and white bars represent dark and light conditions, respectively.

### Supplementary Fig. S4. Gene expression patterns in zebrafish kept in DD condition.

A time course of clock gene expression. Zebrafish larvae were raised in the darkness and harvested for RNA every 3 h starting from the beginning of 6 dpf until 6.5 dpf. RT-PCR was performed for the indicated genes. The value at time point 0 was set as 1

for each gene. Values are mean  $\pm$  S.E.M. of three independent experiments. Experimental conditions were the same as those in Fig. 2C except without light treatment (see Supplemental Fig. S3). *zCry2a*, *zCry2b*, *zPer2* and *zCry1a* were induced in animals treated with light (Fig. 2C), but not in animals kept in DD condition (Supplementary Fig. S4), showing that induction of these genes is light-dependent.

**Supplementary Fig. S5. Genome editing patterns of *zCry2a* and *zCry2b* genes.**

(A) High mobility assay (HMA) using genomic DNAs isolated from embryos injected with *Cas9* mRNA and sgRNAs targeting *zCry2a* or *zCry2b* in a 15% polyacrylamide gel. Left: schematic diagram of electrophoresis patterns for the targets' PCR products with (+) or without (-) genome edits. Sample with genome edit shows multiple PCR products, which result from heteroduplexes. Middle: *Cas9* mRNA and sgRNAs targeting *zCry2a* or *Gfp* were injected into WT or DKO zebrafish embryos, and genomic DNAs were isolated from the injected (+ *zCry2a* or *Gfp* sgRNA) or non-injected embryos (No sgRNA). Genome edits in the target locus were evaluated by HMA profiles of the PCR products. Right: *Cas9* mRNA and sgRNAs targeting *zCry2b* or *Gfp* were injected into WT or DKO zebrafish embryos, and genomic DNAs were isolated from the injected (+ *zCry2b* or *Gfp* sgRNA) or non-injected embryos (No sgRNA). Genome edits in the target locus were evaluated by HMA profiles of the PCR products. (B) *Cas9* mRNA and sgRNAs targeting *zCry2a* were injected into WT zebrafish embryos, and genomic DNAs were isolated from the injected (+) or non-injected embryos (-). Genome edits in the target locus were evaluated by HMA profiles of the PCR products. The time of electrophoresis was sufficient to distinguish the mutated PCR products from the WT PCR products. (C) CRISPR-induced mutation pattern of the *zCry2a* gene. The deleted nucleotides in the DNA sequences are indicated by dashes. The WT sequence is shown at the top. (D) The PCR products of *zPer2*, *zCry1a*, and *zCry2a* genes from the genomic DNAs of WT and TKO zebrafish were electrophoresed on a 15% polyacrylamide gel.

**Supplementary Fig. S6. Distribution analysis of rest bout length.**

Double logarithmic plots of the cumulative probability of the rest bout for the combined data of WT, DKO and TKO zebrafish [WT (n = 12), DKO KO (n = 12), TKO

(n = 10)]. Dashed line indicates 60 sec.

**Supplementary Fig. S7. Identification of candidate biological functions involved in light-dependent formation of behavioral rhythms in zebrafish.** (A) The average expression levels of genes in three different genotypes (W: WT, D: DKO and T: TKO) of animals exposed to 3-h or 12-h light are shown for each of the seven gene clusters identified in Figure 4A. The number of genes averaged in each cluster are 231 (cluster 1), 210 (cluster 2), 738 (cluster 3), 163 (cluster 4), 232 (cluster 5), 256 (cluster 6), and 592 (cluster 7). (B) Candidate pathways involved in light-dependent formation of zebrafish's behavioral rhythms were identified by pathway analysis with genes included in cluster 6. The pathway analysis was conducted by the KeyMolnet Software (Version 2015; Institute of Medicinal Molecular Design Inc.).

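Each panel of Supplementary Fig. S7A averages the log2 ratios of a light array to the dark array of its genotype over the genes of a cluster. In the clustering made again here from the deposited signals, the same averages over probes were computed. Cluster 2 averaged -0.17 in WT larvae at 12-h light, against 0.603 and 0.614 in TKO larvae at 3-h and 12-h light. Cluster 3 averaged 0.965, 1.39 and 1.06 in WT, DKO and TKO larvae at 12-h light and 0.312, 0.468 and 0.386 at 3-h light. Cluster 4 was raised at 12-h light in WT larvae, with 0.92, against 0.01 in DKO and 0.07 in TKO larvae. Cluster 5 was lowered in DKO larvae, with -0.66 at 3-h light and -0.94 at 12-h light. Cluster 6 was lowered at 3-h light in WT larvae, with -1.11. Cluster 7 holds 16 probes and was lowest at 3-h light in TKO larvae, with -1.20.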

**Supplementary Fig. S8. Characterization of cellular clocks in WT, DKO and TKO cultured cells.** WT, DKO, and TKO cultured cells were transfected with the *Per1*-promoter firefly luciferase reporter plasmid, and exposed to light for 3-h (upper panel) or 12-h (lower panel). *Per1* reporter bioluminescence was monitored over the indicated time course. The raw bioluminescence data (mean  $\pm$  S.E.M. of three independent experiments) are shown.

**Supplementary Fig. S9. Characterization of seven gene clusters described in Figure 6C.** The number of genes averaged in each cluster is 203 (cluster 1), 1143 (cluster 2), 82 (cluster 3), 1608 (cluster 4), 324 (cluster 5), 141 (cluster 6), and 310 (cluster 7).

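Supplementary Fig. S9 averages the log2 ratios to WT larvae kept in darkness over the genes of each cluster of Fig. 6C. In the clustering made again here, cluster 3 was raised at 12-h light in every genotype, with averages of 1.02 in WT, 1.26 in DKO and 0.927 in TKO larvae. Cluster 4 was raised in DKO larvae at 3-h light alone, with 0.902, and the other 5 averages of that cluster lay between -0.29 and -0.09. Cluster 5 was highest in TKO larvae at 3-h light, with 0.976. Cluster 6 was lowest in WT larvae at 3-h light, with -0.62. Cluster 7 holds 11 probes, with averages of 0.484 in WT larvae at 3-h light and -0.51 at 12-h light.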

**Supplementary Fig. S10. Summary of the microarray data-analyzing processes to identify the candidate mechanism underlying the reduced activity of DKO or TKO zebrafish.**

**Supplementary Fig. S11. Identified biological functions by the gene ontology analyses using genes in each of the seven clusters shown in Figure 6C.**

**Supplementary Fig. S12. A proposed model of the mechanism underlying zPER2:zCRY1a-mediated regulation of behavior rhythm and locomotor activity.**

Left: zPER2, zCRY1a, and zCRY2a synchronize cellular clocks to form zebrafish's behavioral rhythms. Center: the zPER2:zCRY1a complex regulates activity of transcription factor(s) other than the CLOCK (NPAS2):BMAL complex to control cellular metabolism, which is required for maintenance of proper locomotor activity. A potential factor targeted by the zPER2:zCRY1a complex is HIF-1 $\alpha$ , which positively regulates genes encoding glycolytic metabolism under normoxic conditions. Right: mouse PER2 physically interacts with nuclear receptors PPAR $\gamma$  to regulate its transcriptional activity.

**Supplementary Fig. S13. Uncropped gel images.** The images for data of Supplementary Fig. S1 A (A), Supplementary Fig.S5 A (B), Supplementary Fig. S5 B (C) and Supplementary Fig. 5D (D) are shown. Red boxes highlight the cropped segment presented in supplementary figures.

**Supplementary Table S1.****List of genes induced in DKO animal treated with 12-h light**

| Order | Gene name                                               | Order | Gene name                                         |
|-------|---------------------------------------------------------|-------|---------------------------------------------------|
| 1     | hepcidin antimicrobial peptide                          | 21    | solute carrier family 25, member 47a              |
| 2     | zPer2                                                   | 22    | Rh family, C glycoprotein a                       |
| 3     | zCry2b                                                  | 23    | nicotinamide nucleotide adenyltransferase 1       |
| 4     | prostaglandin D2 synthase b                             | 24    | F-box protein 30b                                 |
| 5     | 6-4 photolyase                                          | 25    | proteasome activator subunit 4a                   |
| 6     | phosphodiesterase 6H, cGMP-specific, cone, gamma        | 26    | phosphoenolpyruvate carboxykinase 1 (soluble)     |
| 7     | cytochrome P450, family 24, subfamily A, polypeptide 1  | 27    | tripartite motif containing 63a                   |
| 8     | LON peptidase N-terminal domain and ring finger 1, like | 28    | Rh family, C glycoprotein a                       |
| 9     | cartilage acidic protein 1a                             | 29    | nuclear factor, interleukin 3 regulated, member 6 |
| 10    | insulin-like growth factor binding protein 1b           | 30    | family with sequence similarity 134, member B     |
| 11    | Rho GTPase activating protein 35                        | 31    | phosphoenolpyruvate carboxykinase 1 (soluble)     |
| 12    | tyrosine aminotransferase                               | 32    | recoverin 3                                       |
| 13    | heme-binding protein soul5                              | 33    | kelch-like family member 38b                      |
| 14    | ADP-ribosylation factor 4b                              | 34    | pyruvate dehydrogenase kinase, isozyme 2b         |
| 15    | zCry1a                                                  | 35    | scavenger receptor class B, member 1              |
| 16    | beta-carotene oxygenase 1, like                         | 36    | uncoupling protein 3                              |
| 17    | damage-specific DNA binding protein 2                   | 37    | heme oxygenase 1b                                 |
| 18    | arrestin 3b, retinal (X-arrestin)                       | 38    | uncoupling protein 1                              |
| 19    | ATP-binding cassette, sub-family G (WHITE), member 2a   | 39    | zCry2a                                            |
| 20    | arginase 2                                              | 40    | nuclear factor, interleukin 3 regulated, member 6 |

**Supplementary Table S2. List of genes included in the cluster 6 in Figure 4A**

| Gene Name                                                                      | Gene Name                                                                                |
|--------------------------------------------------------------------------------|------------------------------------------------------------------------------------------|
| phosducin b                                                                    | selenophosphate synthetase 1                                                             |
| zgc:162144                                                                     | heterogeneous nuclear ribonucleoprotein A/Bb                                             |
| cytochrome P450, family 2, subfamily AD, polypeptide 2                         | WD repeat and HMG-box DNA binding protein 1                                              |
| ubiquitin-like with PHD and ring finger domains 1                              | phosducin a                                                                              |
| ligase I, DNA, ATP-dependent                                                   | uncharacterized LOC553381                                                                |
| denticleless E3 ubiquitin protein ligase homolog (Drosophila)                  | si:ch211-132b12.7                                                                        |
| origin recognition complex, subunit 1                                          | exonuclease 1                                                                            |
| period circadian clock 1b                                                      | tonsoku-like, DNA repair protein                                                         |
| si:ch211-203k16.3                                                              | minichromosome maintenance complex component 3                                           |
| crystallin, beta B1                                                            | circadian associated repressor of transcription a                                        |
| transcription factor CP2-like 1                                                | family with sequence similarity 46, member Ab                                            |
| DNA (cytosine-5-)-methyltransferase 3 beta, duplicate b.2                      | minichromosome maintenance complex component 2                                           |
| maternal embryonic leucine zipper kinase                                       | D site albumin promoter binding protein b                                                |
| ubiquitin-like with PHD and ring finger domains 1                              | nuclear receptor subfamily 1, group d, member 1                                          |
| cyclin A2                                                                      | minichromosome maintenance 10 replication initiation factor                              |
| minichromosome maintenance complex component 6                                 | tubulin, beta 2b                                                                         |
| adiponectin, C1Q and collagen domain containing, b                             | 3-hydroxy-3-methylglutaryl-CoA reductase a                                               |
| phosducin b                                                                    | hes family bHLH transcription factor 6                                                   |
| checkpoint kinase 1                                                            | dehydrogenase/reductase (SDR family) member 13 like 1                                    |
| phosducin b                                                                    | CTF18, chromosome transmission fidelity factor 18 homolog (S. cerevisiae)                |
| selenophosphate synthetase 1                                                   | basic helix-loop-helix family, member e41                                                |
| solute carrier family 1 (glial high affinity glutamate transporter), member 2a | transglutaminase 2, C polypeptide A                                                      |
| BUB1 mitotic checkpoint serine/threonine kinase Bb                             | G protein-coupled receptor kinase 7b                                                     |
| si:dkey-285b23.4                                                               | phosphatidylinositol 4-kinase, catalytic, alpha b                                        |
| uncharacterized LOC560010                                                      | glycine amidinotransferase (L-arginine:glycine amidinotransferase)                       |
| pseudopodium-enriched atypical kinase 1                                        | guanine nucleotide binding protein (G protein), alpha transducing activity polypeptide 2 |
| reticulon 2b                                                                   | period circadian clock 1a                                                                |
| cyclin E1                                                                      | echinoderm microtubule associated protein like 1                                         |
| transferrin receptor 1a                                                        | cryptochrome circadian clock 1ab                                                         |
| phosphodiesterase 6C, cGMP-specific, cone, alpha prime                         | DNA replication and sister chromatid cohesion 1                                          |
| cyclin E2                                                                      | X-ray repair complementing defective repair in Chinese hamster cells 4                   |

**Supplementary Table S2. (Continued)**

| Gene Name                                                                                   | Gene Name                                                                                   |
|---------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------|
| establishment of sister chromatid cohesion<br>N-acetyltransferase 2                         | minichromosome maintenance complex<br>component 2                                           |
| zgc:162331                                                                                  | cell division cycle 6 homolog (S. cerevisiae)                                               |
| zgc:153102                                                                                  | guanine nucleotide binding protein (G protein),<br>alpha transducing activity polypeptide 2 |
| muscle-related coiled-coil protein a                                                        | minichromosome maintenance complex<br>component 4                                           |
| regulator of chromosome condensation 1                                                      | minichromosome maintenance complex<br>component 5                                           |
| CTF18, chromosome transmission fidelity factor<br>18 homolog (S. cerevisiae)                | G protein-coupled receptor kinase 7b                                                        |
| si:dkey-57a22.11                                                                            | cyclin B1                                                                                   |
| acyl-CoA synthetase family member 2                                                         | 5-methyltetrahydrofolate-homocysteine<br>methyltransferase                                  |
| prolactin receptor a                                                                        | hyaluronan-mediated motility receptor (RHAMM)                                               |
| si:ch211-132b12.7                                                                           | cryptochrome circadian clock 2                                                              |
| nuclear receptor subfamily 1, group d, member 1                                             | selenophosphate synthetase 1                                                                |
| tonsoku-like, DNA repair protein                                                            | ligase I, DNA, ATP-dependent                                                                |
| chondroitin sulfate<br>N-acetylgalactosaminyltransferase 1                                  | cell division cycle associated 7a                                                           |
| zinc finger protein 395b                                                                    | family with sequence similarity 183, member A                                               |
| minichromosome maintenance complex<br>component 5                                           | cerebellin 14                                                                               |
| calcium/calmodulin-dependent protein kinase<br>kinase 1, alpha b                            | transmembrane protein 206                                                                   |
| UDP-glucose 6-dehydrogenase                                                                 | helicase, lymphoid-specific                                                                 |
| transcription factor CP2-like 1                                                             | minichromosome maintenance complex<br>component 5                                           |
| acyl-CoA synthetase family member 2                                                         | tonsoku-like, DNA repair protein                                                            |
| alpha-2-HS-glycoprotein 2                                                                   | minichromosome maintenance complex<br>component 4                                           |
| alpha-2-HS-glycoprotein 2                                                                   | CLOCK-interacting pacemaker-like                                                            |
| solute carrier family 1 (glutamate transporter),<br>member 8b                               | ligase I, DNA, ATP-dependent                                                                |
| cyclin A2                                                                                   | minichromosome maintenance complex<br>component 5                                           |
| potassium voltage-gated channel, Shab-related<br>subfamily, member 2                        | acyl-CoA synthetase short-chain family member<br>2 like                                     |
| minichromosome maintenance complex<br>component 6                                           | checkpoint kinase 2                                                                         |
| polymerase (DNA directed), alpha 2                                                          | 3-hydroxy-3-methylglutaryl-CoA reductase a                                                  |
| helicase, lymphoid-specific                                                                 | period circadian clock 3                                                                    |
| LIM domain kinase 1a                                                                        | minichromosome maintenance complex<br>component 4                                           |
| guanine nucleotide binding protein (G protein),<br>alpha transducing activity polypeptide 2 | neurocalcin delta b                                                                         |
| synaptopodin 2b                                                                             | si:ch211-132b12.2                                                                           |
| hyaluronan-mediated motility receptor (RHAMM)                                               | caspase b                                                                                   |
| circadian associated repressor of transcription a                                           | si:ch211-132b12.1                                                                           |

**Supplementary Table S3. Results of cosinor analysis**

|                        |                                     |     | P value |
|------------------------|-------------------------------------|-----|---------|
| WT vs DKO<br>3h Light  | <i>zPer1</i>                        | WT  | 0.0003  |
|                        |                                     | DKO | 0.9861  |
|                        | <i>zRev-erb <math>\alpha</math></i> | WT  | 0.0001  |
|                        |                                     | DKO | 0.8663  |
|                        | <i>zPer3</i>                        | WT  | 0.0145  |
|                        |                                     | DKO | 0.9565  |
| WT vs DKO<br>12h Light | <i>zPer1</i>                        | WT  | 0.0001  |
|                        |                                     | DKO | 0.0001  |
|                        | <i>zRev-erb <math>\alpha</math></i> | WT  | 0.0020  |
|                        |                                     | DKO | 0.0282  |
|                        | <i>zPer3</i>                        | WT  | 0.0003  |
|                        |                                     | DKO | 0.0029  |
| WT vs TKO<br>12h Light | <i>zPer1</i>                        | WT  | 0.0122  |
|                        |                                     | TKO | 0.9938  |
|                        | <i>zRev-erb <math>\alpha</math></i> | WT  | 0.0739  |
|                        |                                     | TKO | 1.0000  |
|                        | <i>zPer3</i>                        | WT  | 0.0015  |
|                        |                                     | TKO | 0.9948  |

**Supplementary Table S4. Results of analysis by Two Way ANOVA's method**

|                        |                  | P value |
|------------------------|------------------|---------|
| WT vs DKO 3h Light     | <i>zPer1</i>     | 1.1E-08 |
|                        | <i>zRev-erba</i> | 0.1146  |
|                        | <i>zPer3</i>     | 1.6E-07 |
| WT vs DKO 12h<br>Light | <i>zPer1</i>     | 9.2E-07 |
|                        | <i>zRev-erba</i> | 0.8923  |
|                        | <i>zPer3</i>     | 0.6314  |
| WT vs TKO 12h<br>Light | <i>zPer1</i>     | 0.0797  |
|                        | <i>zRev-erba</i> | 0.1676  |
|                        | <i>zPer3</i>     | 0.662   |

**Supplementary Table S5.**  
**Summary of phenotypes of WT, DKO and TKO animals**

|                                     | Wild type | <i>zPer2</i> <sup>-/-</sup><br><i>zCry1a</i> <sup>-/-</sup> | <i>zPer2</i> <sup>-/-</sup><br><i>zCry1a</i> <sup>-/-</sup><br><i>zCry2a</i> <sup>-/-</sup> |
|-------------------------------------|-----------|-------------------------------------------------------------|---------------------------------------------------------------------------------------------|
| <u>3 h light</u>                    |           |                                                             |                                                                                             |
| Locomotor activity                  | Normal    | Impaired                                                    | Impaired                                                                                    |
| Behavior rhythm                     | Formed    | Not formed                                                  | Not formed                                                                                  |
| Circadian rhythm in gene expression | Formed    | Not formed                                                  | Not formed                                                                                  |
| <u>12 h light</u>                   |           |                                                             |                                                                                             |
| Locomotor activity                  | Normal    | Impaired                                                    | Impaired                                                                                    |
| Behavior rhythm                     | Formed    | Formed                                                      | Not formed                                                                                  |
| Circadian rhythm in gene expression | Formed    | Formed                                                      | Not formed                                                                                  |

Dash lines are the borderlines which separate normal phenotypes from abnormal ones.

**Supplementary Table S6. Primer sequences used for quantitative RT-PCR**

| Target gene   | Forward sequence                    | Reverse sequence                    |
|---------------|-------------------------------------|-------------------------------------|
| zPer1         | 5'-CCGTCAGTTTCGCTTTTCTC-3'          | 5'-ATGTGCAGGCTGTAGATCCC-3'          |
| zPer2         | 5'-ATGTCGATGGCTTTAGGCAG-3'          | 5'-CGAGACATCCAGAAGGTGCT-3'          |
| zPer3         | 5'-CCTTCGGAAACAAGCCATTA-3'          | 5'-CCGCCTCCATAGAAAATCAA-3'          |
| zCry1a        | 5'-TCCGCTGTGTGTACATCCTC-3'          | 5'-CAAACACTGCAGCAAAAACC-3'          |
| zCry1b        | 5'-AACAGCTTGTCAACAGTGTG<br>CAG-3'   | 5'-AATCTGTTGTTCCGGTCTTCA<br>CCA-3'  |
| zCry2a        | 5'-ACATGCCTGACTCGGGCCACAA<br>CAG-3' | 5'-CTAGATCTCGTTCCGACTCTCTC<br>TC-3' |
| zCry2b        | 5'-CCACGACTCTTCAAGGAATGGA-3'        | 5'-CACGCTAGTTTCTTTATCGCCG-3'        |
| zCry3         | 5'-AGCCTCCCATGTCAGATGACT<br>CT-3'   | 5'-GATTCAGACAGCGGTGGTGTA<br>GA-3'   |
| zCry4         | 5'-GTAAAGACTATCCCCGGCCAA<br>TA-3'   | 5'-CATCGGGTCATCTGCTACATC<br>TC-3'   |
| zCry<br>-Dash | 5'-CACAGGTCTCACTCAACCAAA<br>CA-3'   | 5'-CCCTTTCTTCCTTTAGATGATG<br>AC-3'  |
| zRev<br>-erba | 5'-GGACAAGCCAGCAGAATCTC-3'          | 5'-CCTGAAAAACATCAGCAGCA-3'          |
| zAanat2       | 5'-GTGTCCTGAGCTGTCCATGGGC<br>TGG-3' | 5'-GAGTCCGGCACGTGTGTGCTCA<br>TAG-3' |
| zActin        | 5'-GCAGATGTGGATCAGCAAGCA<br>GG-3'   | 5'-CTGAGTCAATGCGCCATACAG<br>AG-3'   |

**A**

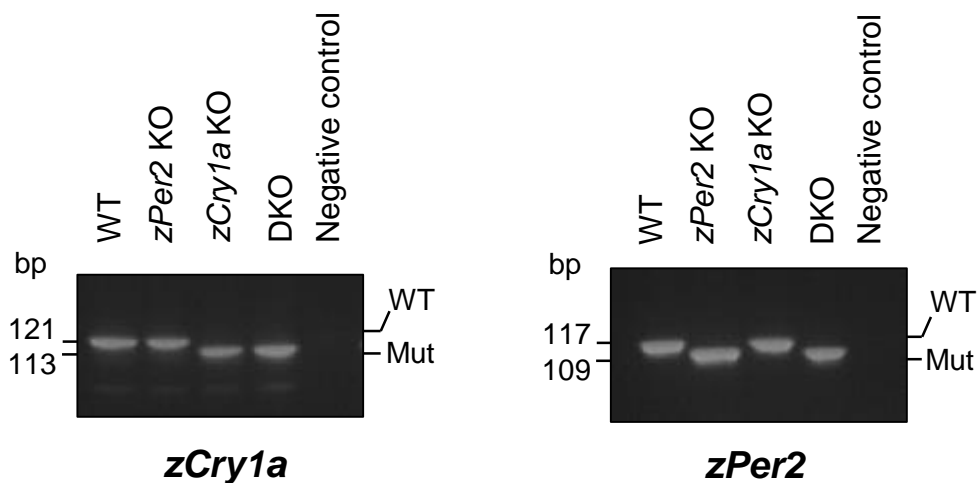

**B**

***zCry1a***

|     |                                                       |
|-----|-------------------------------------------------------|
| WT  | 5'-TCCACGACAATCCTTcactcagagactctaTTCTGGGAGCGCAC-3'    |
| Mut | 5'-TCCACGACAATCCTTcact - - - - - ctaTTCTGGGAGCGCAC-3' |

***zPer2***

|     |                                                          |
|-----|----------------------------------------------------------|
| WT  | 5'-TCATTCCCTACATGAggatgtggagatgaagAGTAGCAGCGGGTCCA-3'    |
| Mut | 5'-TCATTCCCTACATGAggat - - - - - gaagAGTAGCAGCGGGTCCA-3' |

**Supplementary Fig. S1**

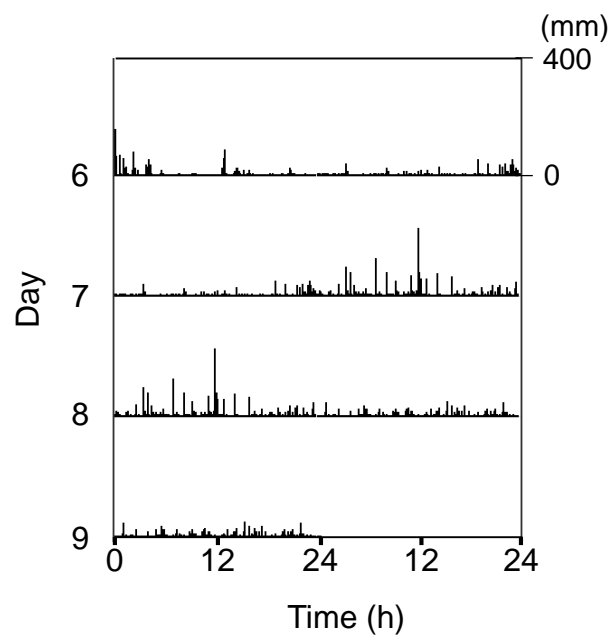

**Supplementary Fig. S2**

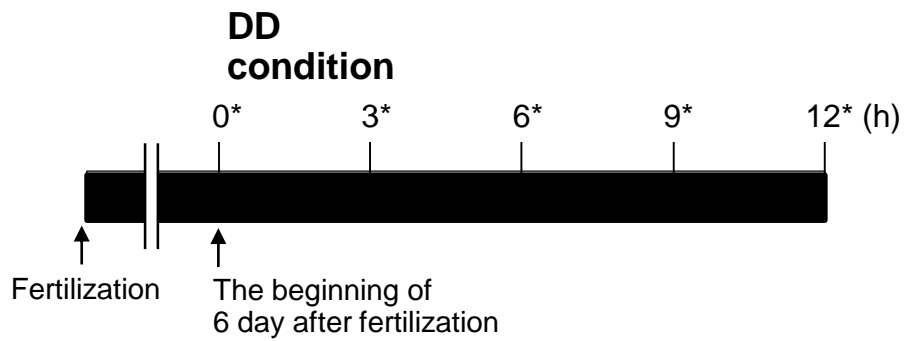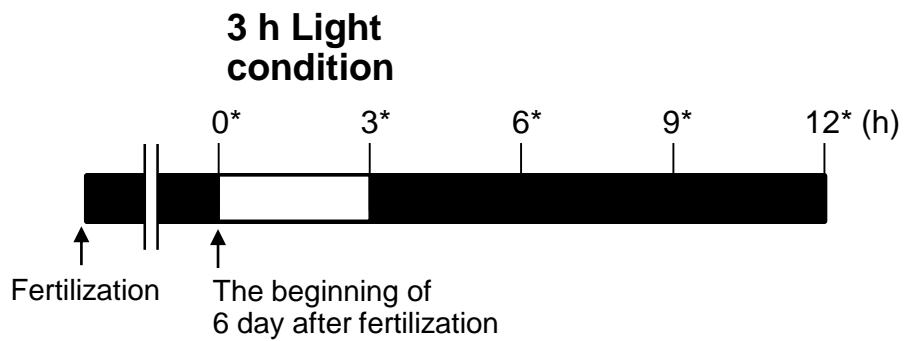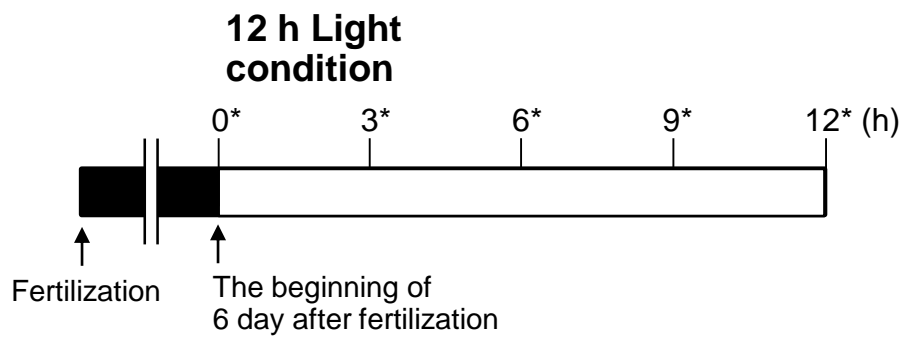

**Supplementary Fig. S3**

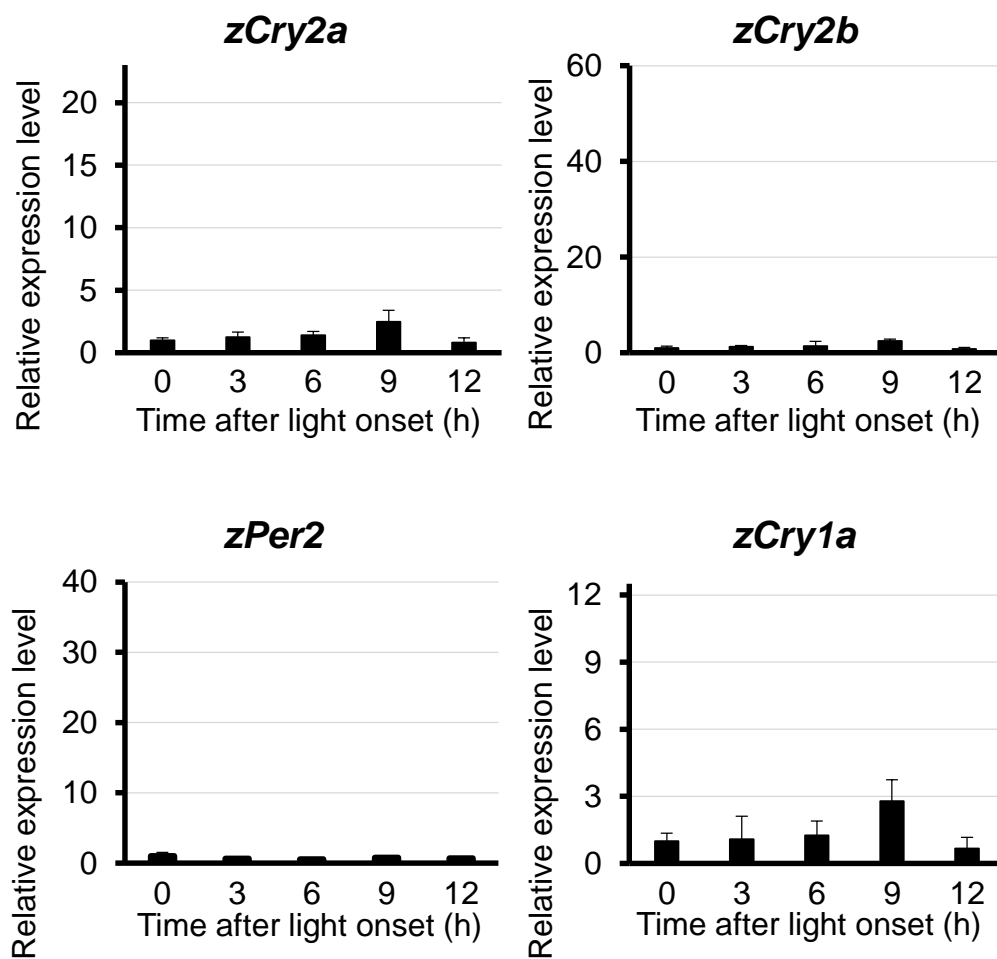

**Supplementary Fig. S4**

**A**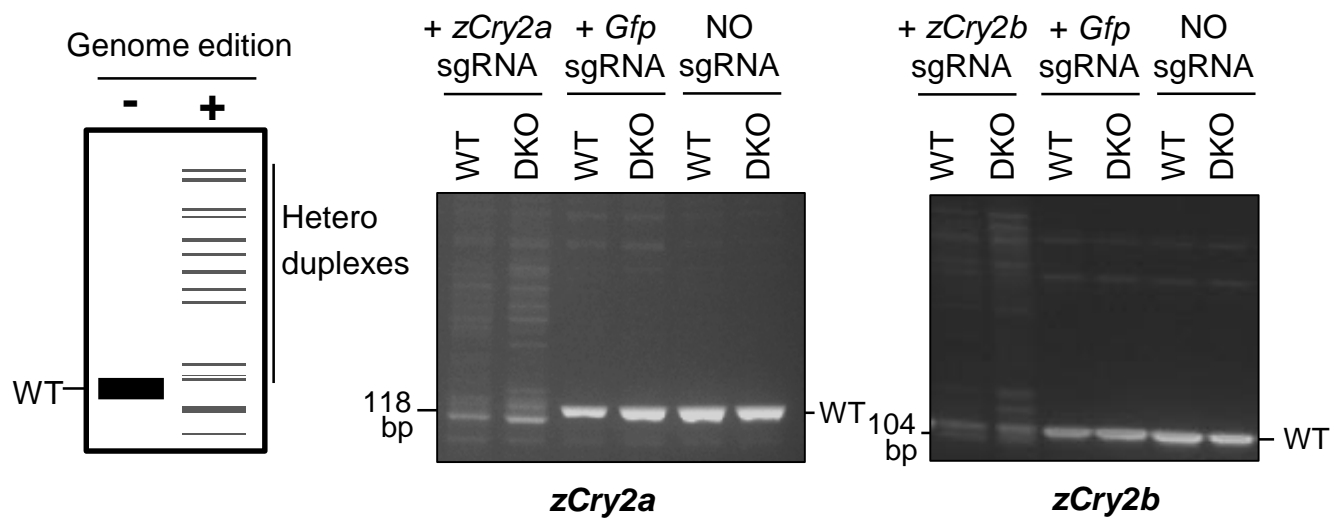**B**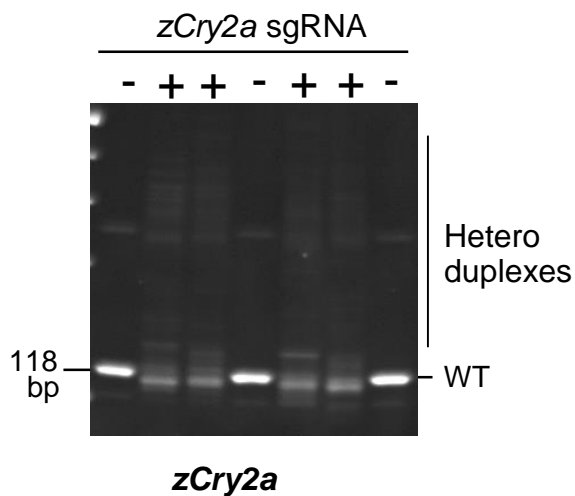**C***zCry2a* WT

5'-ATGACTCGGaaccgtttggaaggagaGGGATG-3'

*zCry2a* Mut

5'-ATGACTCGGaaccgtttgggaa- - - -GGGATG-3'

**D**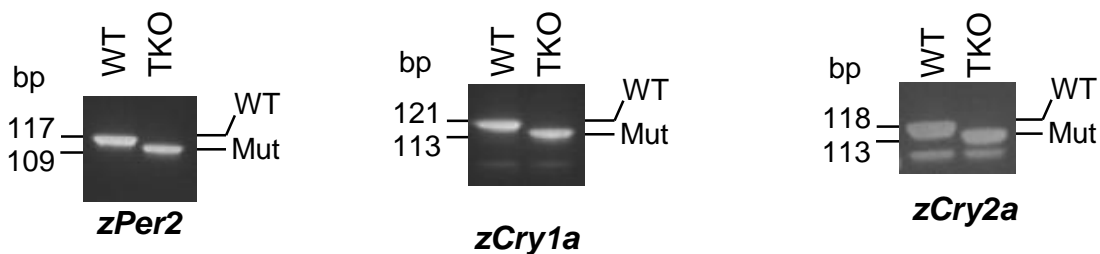**Supplementary Fig. S5**

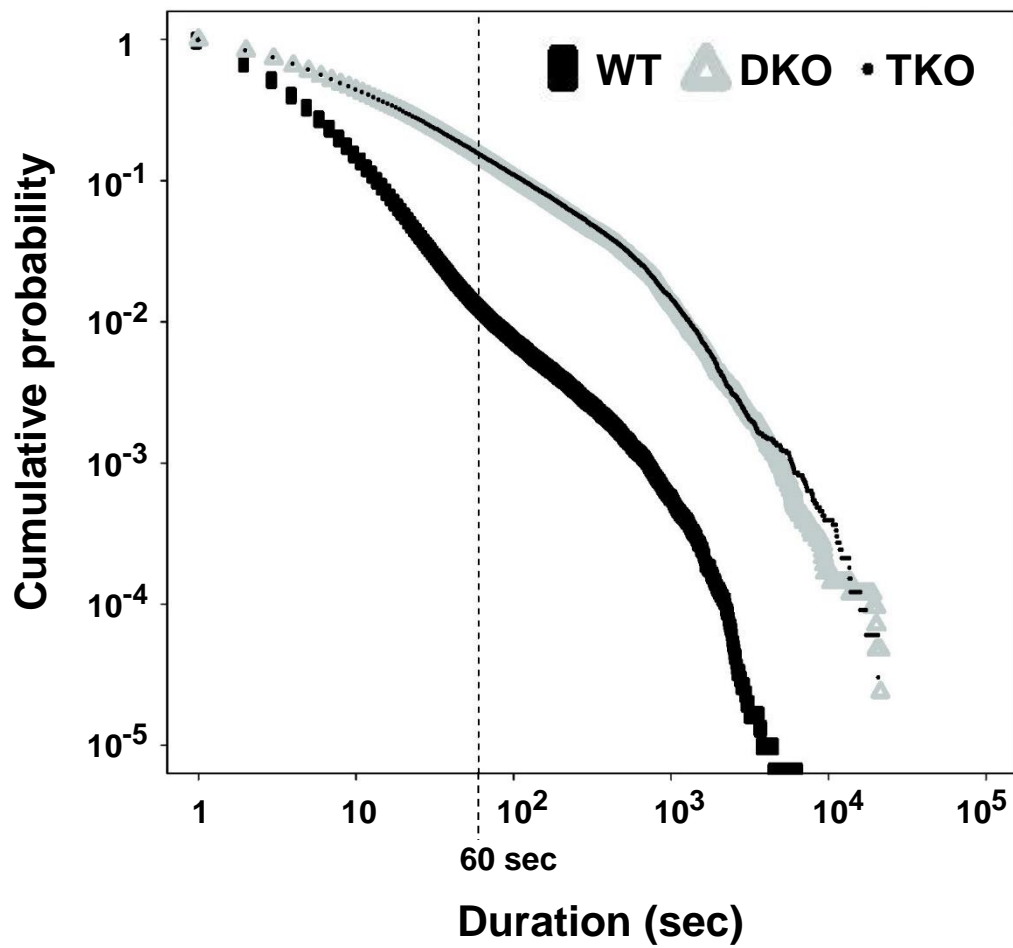

**Supplementary Fig. S6**

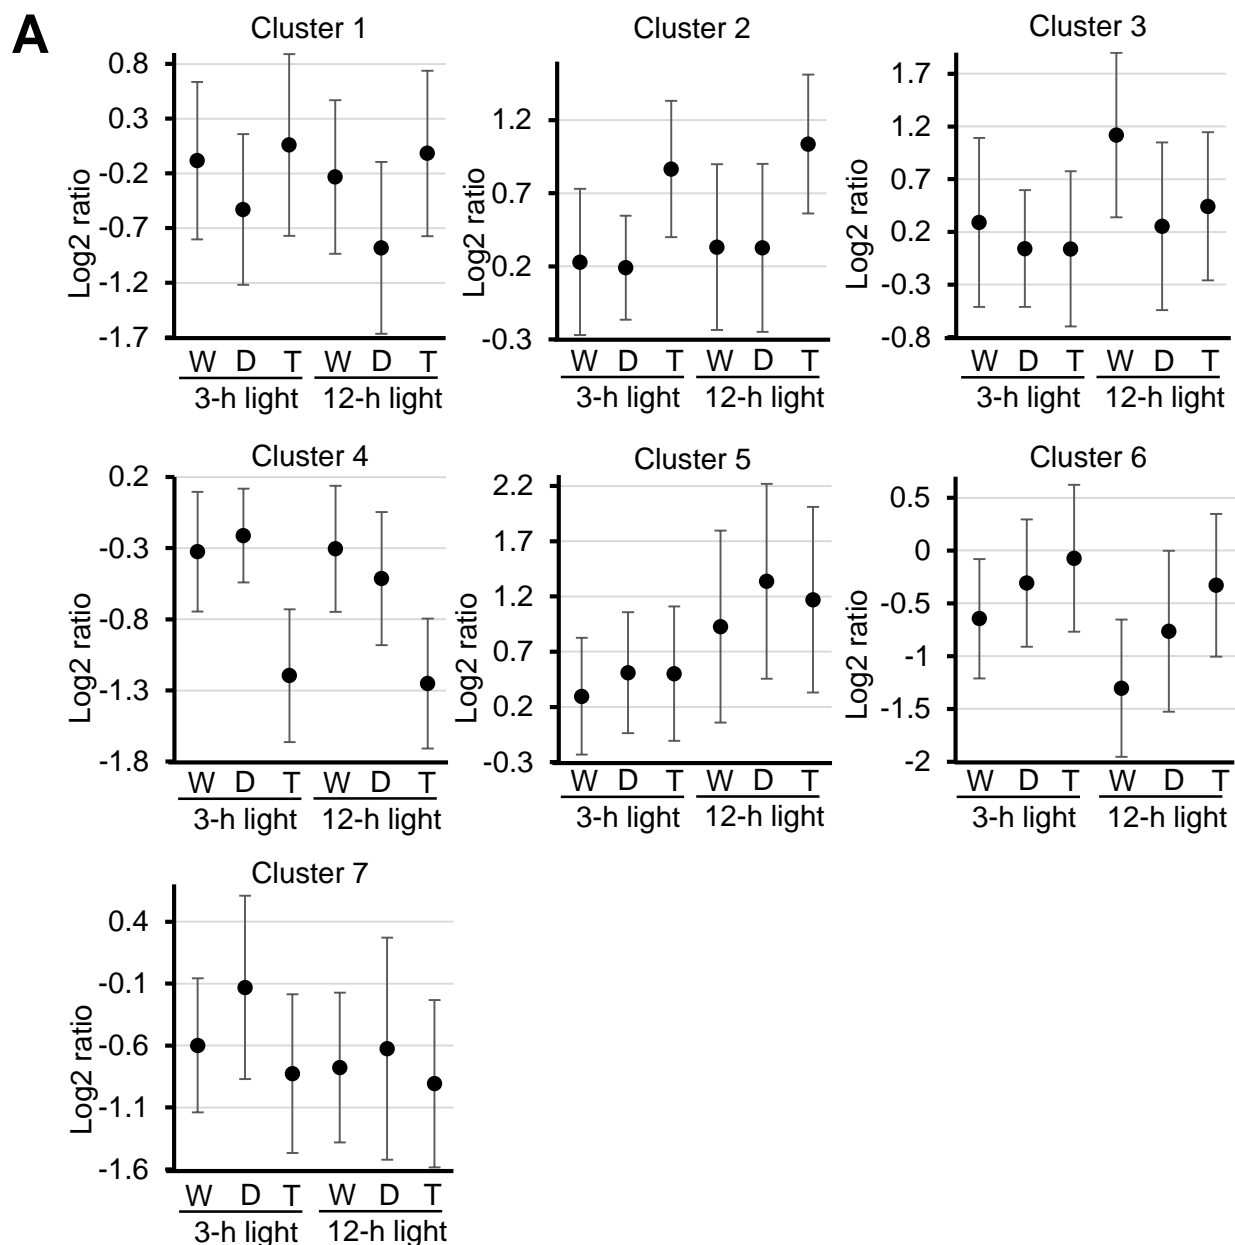

**B**

| Pathway                            | Score<br>(p value) | Pathway                            | Score<br>(p value) |
|------------------------------------|--------------------|------------------------------------|--------------------|
| RB/E2F-dependent transcription     | 6.7E-12            | Caspase signaling                  | 5.3E-06            |
| ATM/ATR                            | 1.6E-11            | Transcriptional regulation by FOXM | 3.3E-05            |
| CLOCK:BMAL-dependent transcription | 2.0E-11            | Adipokine signaling                | 9.7E-05            |
| 14-3-3 signaling                   | 1.8E-10            | CYP family                         | 1.1E-04            |
| Inflammasome signaling             | 9.0E-09            | Bombesin signaling                 | 3.1E-04            |

**Supplementary Fig. S7**

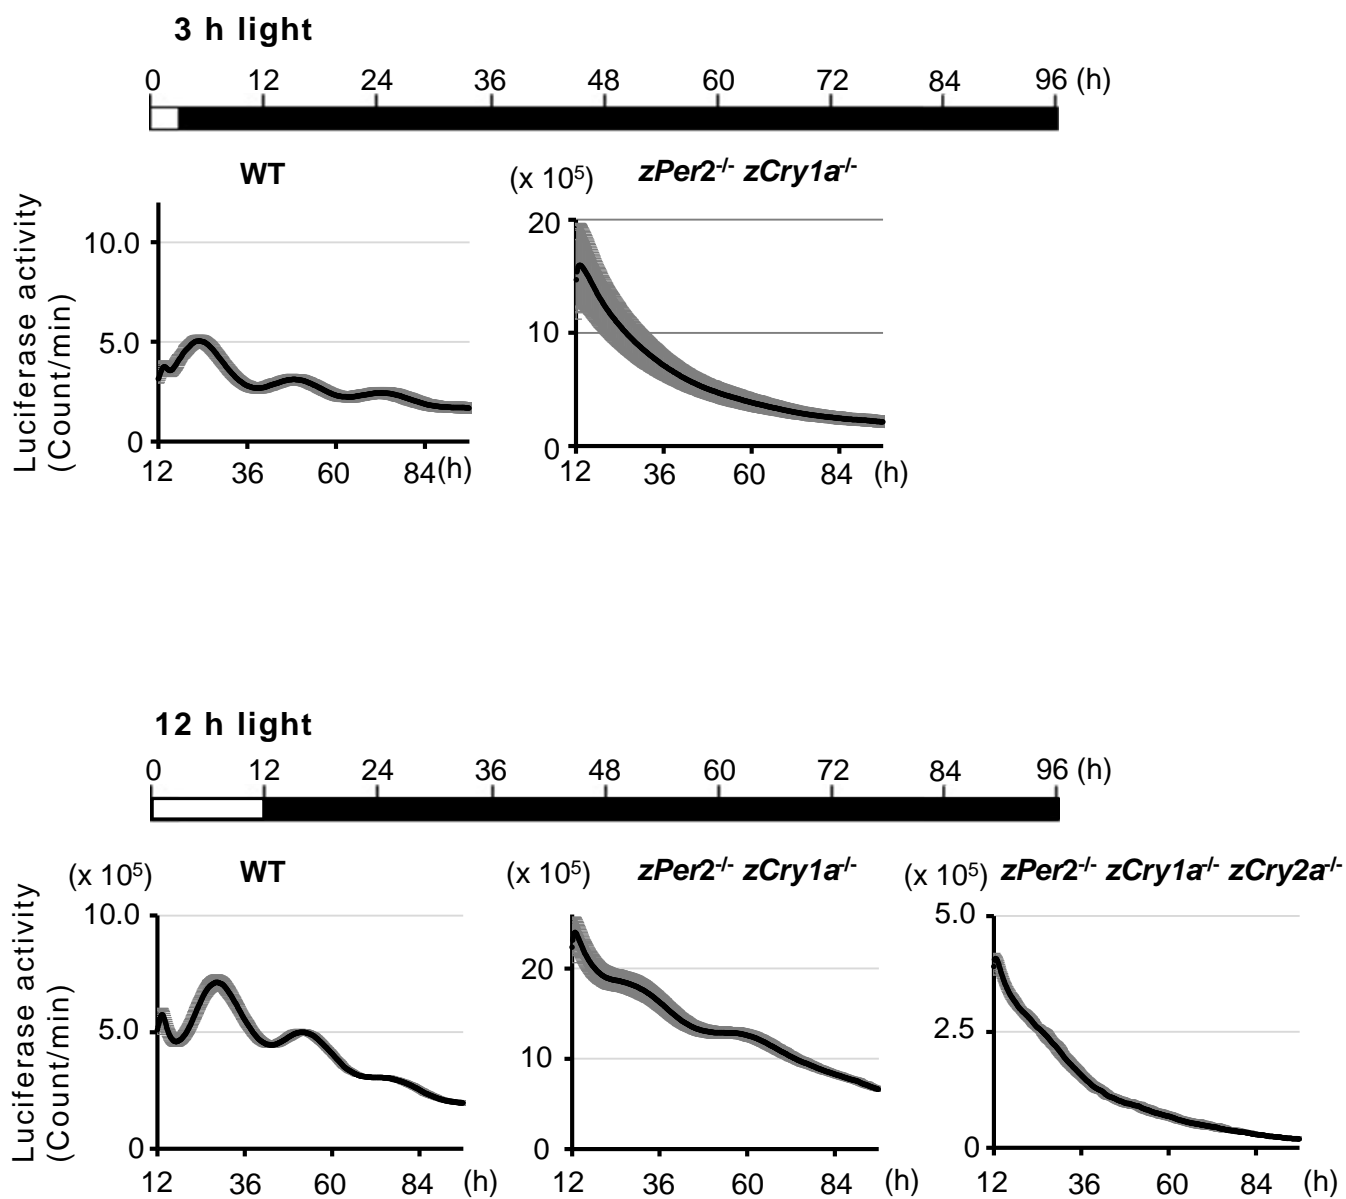

**Supplementary Fig. S8**

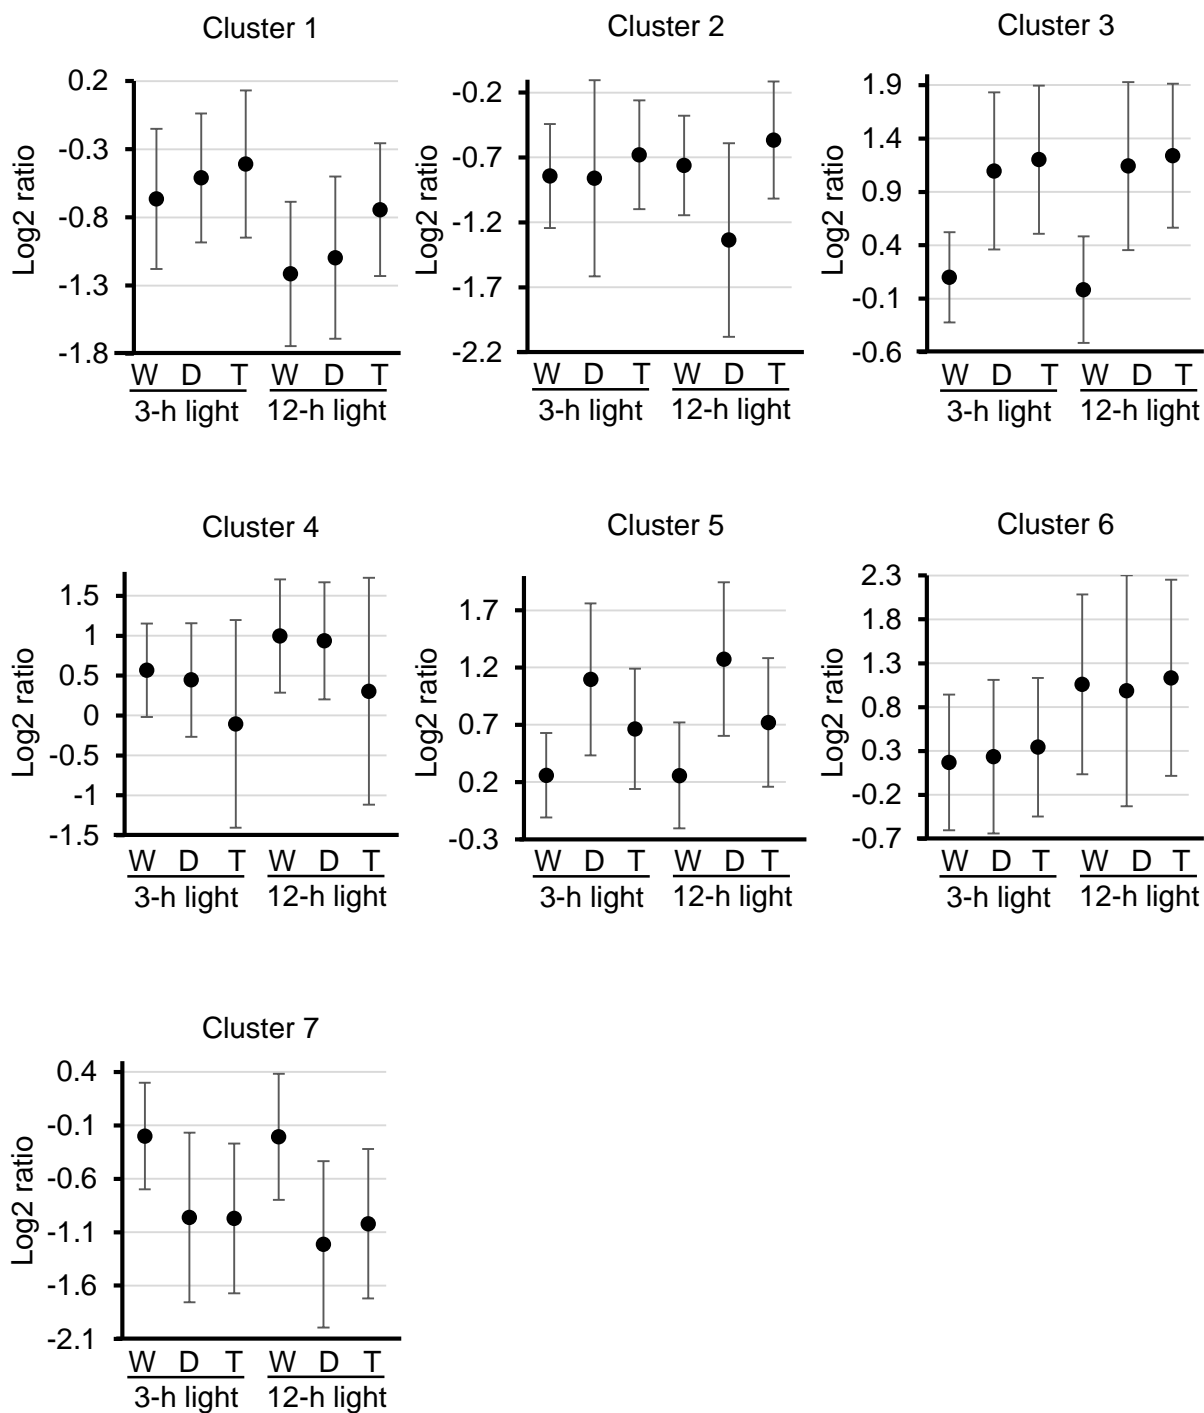

**Supplementary Fig. S9**

**1. The cluster analysis of microarray data and GO analysis of each identified 7 clusters.**  
(7 clusters were identified, and the top 6 GO terms for each cluster were shown in Fig S11)

Filtration by clusters of genes whose expression was commonly changed in DKO and TKO animals, but not in WT animal.

**2. GO terms in clusters 3 and 7 were selected.**

Search the GO terms related to the animal's locomotor activity

**3. GO terms related to metabolism were selected.**

Genes constituting the GO terms were analyzed.

**4. Genes regulating cellular ATP levels were selected.**

| Cluster 1's GO                                    | Score<br>(p value) | Cluster 2's GO                                           | Score<br>(p value) | Cluster 3's GO                    | Score<br>(p value) |
|---------------------------------------------------|--------------------|----------------------------------------------------------|--------------------|-----------------------------------|--------------------|
| DNA-dependent DNA replication                     | 1.11E-24           | Protein complex assembly                                 | 1.73E-32           | Single-organism process           | 1.71E-31           |
| DNA replication                                   | 4.41E-24           | Mitotic cell cycle                                       | 1.90E-30           | Metabolic process                 | 1.80E-23           |
| DNA strand elongation involved in DNA replication | 3.16E-22           | Cell cycle                                               | 4.59E-29           | Cellular process                  | 1.92E-23           |
| DNA strand elongation                             | 1.71E-21           | Protein-DNA complex subunit organization                 | 7.58E-29           | Single-organism cellular process  | 2.06E-23           |
| DNA metabolic process                             | 1.37E-19           | DNA conformation change                                  | 8.73E-28           | Regulation of biological quality  | 1.10E-22           |
| Response to abiotic stimulus                      | 2.89E-19           | Nucleosome assembly                                      | 7.63E-27           | Single-organism metabolic process | 2.36E-22           |
| Cluster 4's GO                                    | Score<br>(p value) | Cluster 5's GO                                           | Score<br>(p value) | Cluster 6's GO                    | Score<br>(p value) |
| Complement activation alternative pathway         | 1.02E-29           | Cellular heat acclimation                                | 3.36E-14           | Detection of stimulus             | 4.91E-25           |
| Positive regulation of apoptotic cell clearance   | 7.09E-28           | Heart acclimation                                        | 3.36E-14           | Response to radiation             | 5.20E-23           |
| Positive regulation of GPCR signaling pathway     | 345E-26            | Positive regulation of endoribonuclease activity         | 4.88E-13           | Response to light stimulus        | 3.62E-21           |
| Regulation of triglyceride biosynthetic process   | 6.05E-26           | Positive regulation of mRNA cleavage                     | 4.88E-13           | Phototransduction                 | 6.24E-21           |
| Regulation of apoptotic cell clearance            | 7.61E-25           | Regulation of mRNA cleavage                              | 3.39E-12           | Response to abiotic stimulus      | 1.13E-20           |
| Positive regulation of lipid storage              | 1.68E-24           | Negative regulation of intracellular signal transduction | 6.08E-11           | Phototransduction, visible light  | 1.40E-20           |
| Cluster 7's GO                                    | Score<br>(p value) |                                                          |                    |                                   |                    |
| Regulation of biological quality                  | 7.43E-45           |                                                          |                    |                                   |                    |
| Oxidation-reduction process                       | 2.22E-38           |                                                          |                    |                                   |                    |
| Single-organism metabolic process                 | 2.94E-37           |                                                          |                    |                                   |                    |
| Response to chemical                              | 1.09E-35           |                                                          |                    |                                   |                    |
| Neural nucleus development                        | 2.70E-35           |                                                          |                    |                                   |                    |
| Substantia nigra development                      | 3.09E-35           |                                                          |                    |                                   |                    |

**Supplementary Fig. S11**

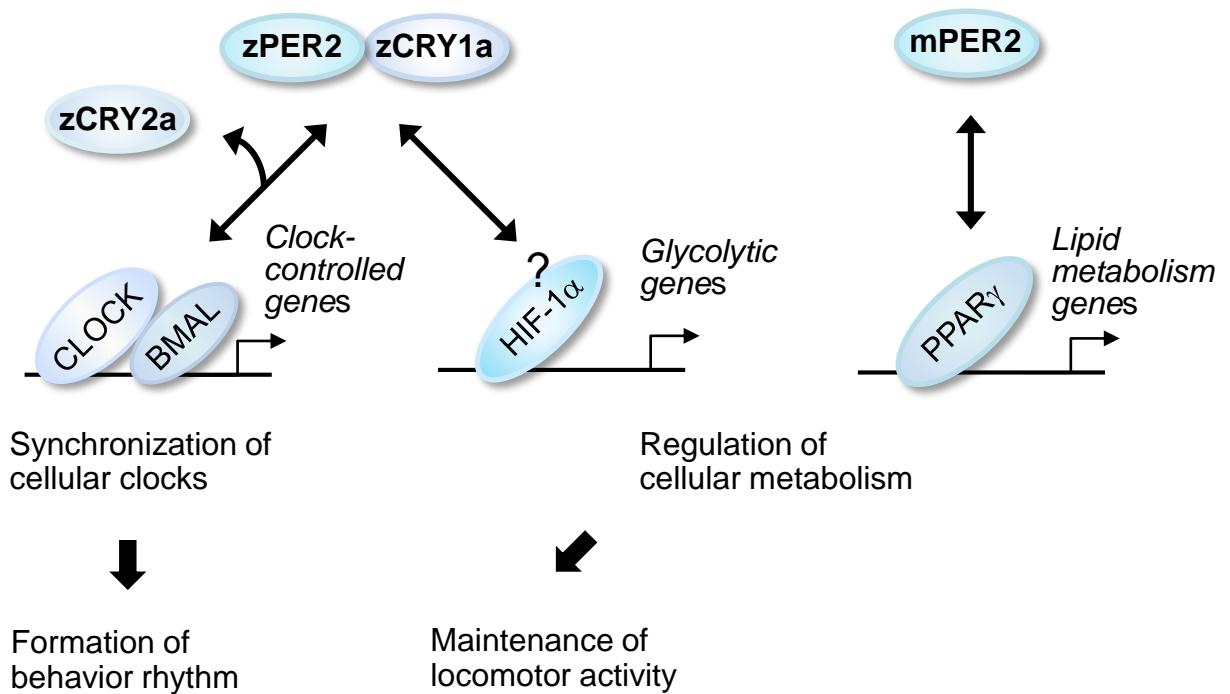

**Supplementary Fig. S12**

**A**

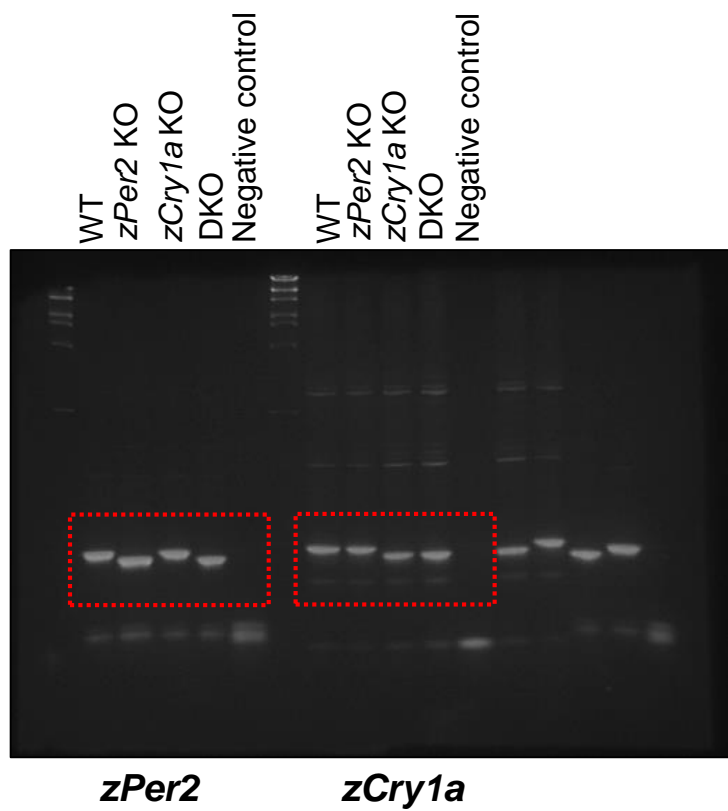

**Supplementary Fig. S13**

**B**

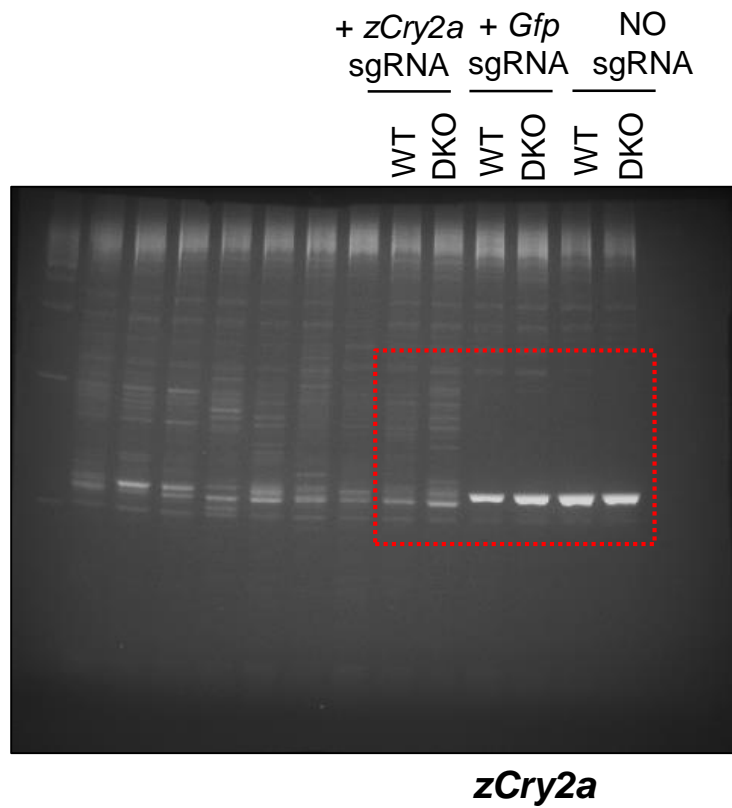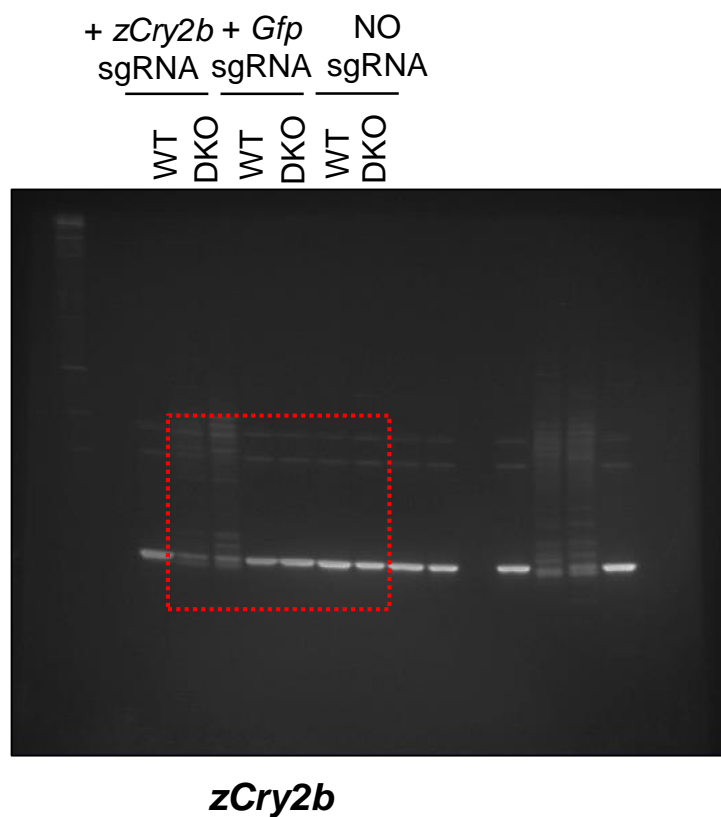

**Supplementary Fig. S13**

**C**

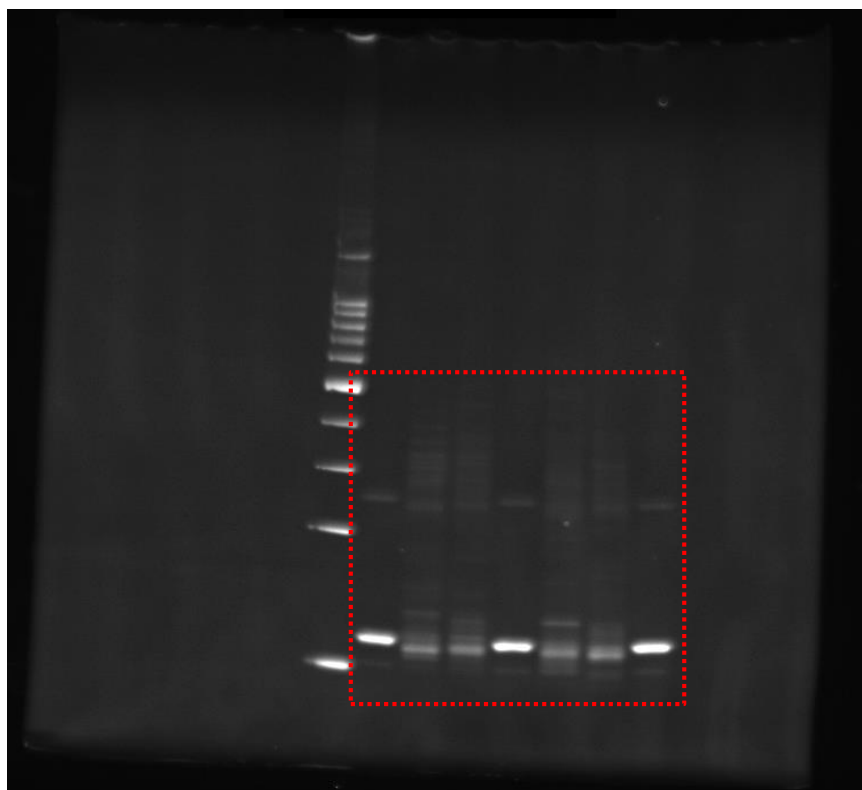

**Supplementary Fig. S13**

**D**

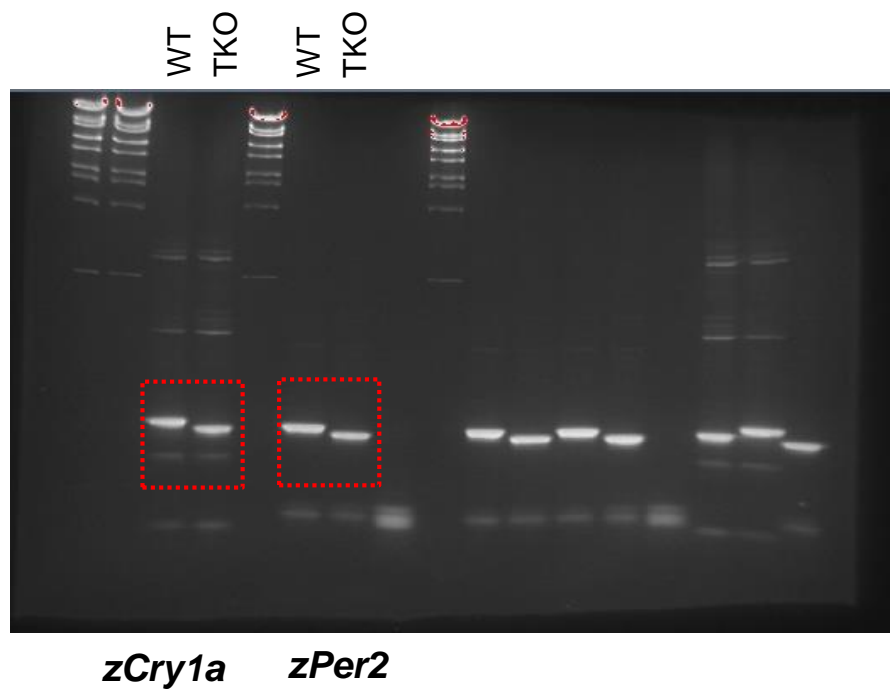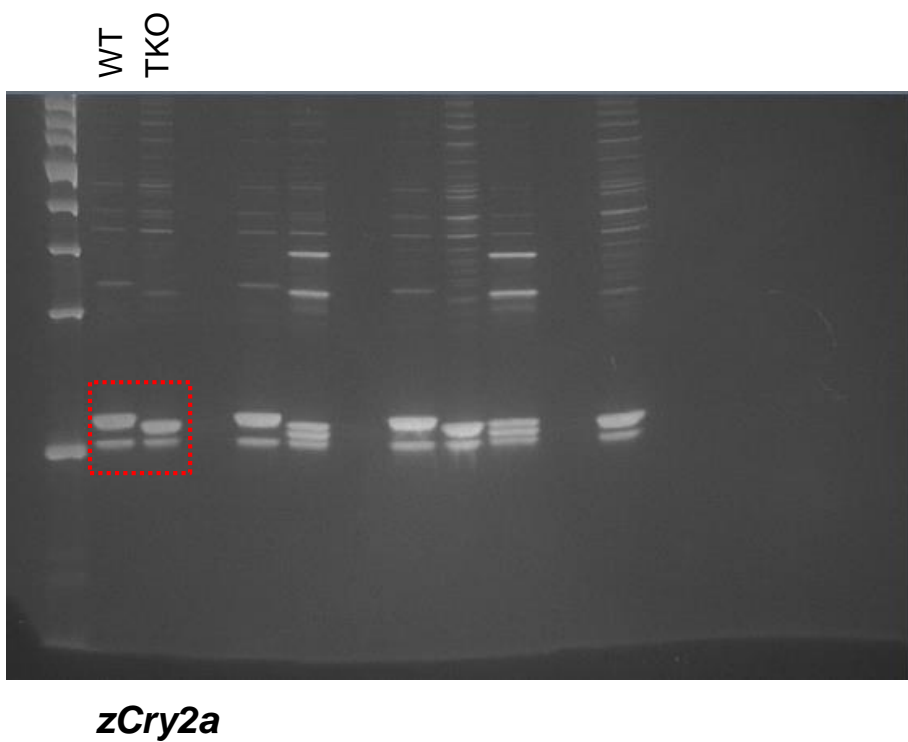

**Supplementary Fig. S13**

How the deposited data were processed for this re-analysis (not part of the article)

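RNA from the whole body of larvae at 6 dpf was measured on 9 1-colour Agilent zebrafish arrays, with 1 array for each combination of 3 genotypes (WT, zPer2/zCry1a DKO and zPer2/zCry1a/zCry2a TKO) and 3 lightings (darkness, 3-h light and 12-h light). No condition has a second array. The behavioral recordings, RT-PCR, melatonin, luciferase and ATP measurements of the paper have no array samples and were not analysed here.

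The authors labelled RNA with Cy3 and read the arrays with Agilent's Feature Extraction, and the deposited intensity of each spot is that software's signal after background subtraction and detrending, without normalization between arrays. The files also hold the deposited median intensities of each spot and of its local background, which are uncorrected, and flags of the same software (0 or 1) for spots well above background, saturated or irregular. A deposited table gives, for each array, the same intensities multiplied by 1 constant, so that the mean after trimming 2% of spots at each end is equal on all arrays. How that constant was chosen is not stated. The paper's methods name another software for the array analysis than the one in the files' headers.

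Log2 values were computed from the deposited intensities and are not the authors' own. From the log2 signal of each spot the 75th percentile of all spots that are not controls was subtracted, array by array, and spots of one probe were averaged. Irregular spots were left out, 1 to 8 per array, and no spot was saturated. Single comparisons took probes well above background on at least 1 of the arrays compared, and raised dim signals to the lowest signal well above background on the array. The fold threshold was 2. No p was computed for a comparison of single arrays. The spread between spots of the 50 probes spotted more than once was 0.134 (log2), or 0.189 for a ratio, and a value moved when it changed by more than 0.189, or for a count by more than 1.5 times. Of 43603 probes, 26094 were paired with a gene symbol through RefSeq accessions. Names in Supplementary Tables S1 and S2 were paired by hand with symbols after the values had been seen. The text at hand holds Supplementary Table S2 in part, so no set test was made on it.

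Tests across arrays used limma 3.58.1 in R 4.3.3, on signals not raised to a floor. The model had terms for genotype and lighting and left 4 residual degrees of freedom, and its prior had 3.14. Probes were called at a Benjamini-Hochberg adjusted p under 0.05. A model for differences in the light response took the 3-h and 12-h light arrays of a genotype as lit arrays, with 3 residual degrees of freedom, and takes the lone dark array of each genotype to vary like the lit ones. Gene lists for glycolysis and for 10 tissues and processes were tested with limma's camera (correlation 0.01) and fry, adjusted over 55 tests, and against 10000 random lists matched on signal in 20 bins. Clusters were made from probes at least 2-fold changed in any of 6 ratios, with average linkage and 7 clusters. Counts, clusters and simulations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

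The genes named were chosen by a fixed rule. They are every gene the paper names from the arrays or as a Cry, Per or clock gene, the first 10 names of Supplementary Table S1, and the 3 probes of named genes with the largest change in each direction in each comparison. For limma these had to be past the threshold and changed the same way under every lighting or in every genotype. Other genes are marked as chosen after their values were seen.

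The limma steps were tested on simulated data for 38342 probes, with 200 probes changed. Of 100 probes changed 4-fold and 100 changed 2-fold, 100 and 95 were recovered for both knockouts against WT larvae with 15 false calls, 100 and 91 for DKO with 11, 100 and 93 for TKO with 16, and 99 and 92 for 12-h light with 8. Of 20 random lists drawn from 13083 genes, 18 lay inside the central 95% of matched lists, and 20 of 20 lay above it when raised by 1 (log2).

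The alternatives tried were quantile normalization, scaling to the median, the deposited table, normexp background correction (offset 50) with quantile normalization, no filter and no floor, only probes well above background on all 9 arrays, thresholds of 1.5-fold and 3-fold, other distances and linkages, each gene's brightest probe, limma's trend and robust options, array weights, no term for lighting, the light arrays alone, and leaving out each array in turn. The files hold no mean signal of the spots, so normexp was run on their median signal. DKO dark as the reference of TKO larvae, and DKO and TKO larvae as one group, were added after seeing the data. The 3 slides each hold 1 genotype, so the genotype term is the slide block of the light comparisons, and the genotype comparisons cannot be blocked. On each slide darkness is at position 1, 3-h light at 2 and 12-h light at 3 or 4, so lighting cannot be told apart from position. The simulations of unchanged arrays were likewise added after seeing the data. They drew noise for each probe and array independently, with the spread that the limma model with terms for genotype and lighting left on these arrays. They hold no effect of light, genotype, slide or position. The pathway and GO analyses were not repeated.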

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

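Of the tests in this part, those of scaling, dim probes, light exposure, noise of single probes alone, RNA quality, tissue make-up, the reference array and slides, and the simulated unchanged arrays, were chosen only after the result was seen.

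The array of TKO larvae kept in darkness lies far from the other 8 arrays. Its median signal below the 75th percentile was -2.47 (log2), against -2.37 to -2.31 on the others, with a gap to the nearest array of 0.601 of the whole range. Its median r with the other arrays was 0.979, against 0.988 to 0.993, with a gap of 0.641. Of 4 such measures these 2 passed Dixon's limit, and the share of spots well above background and the number of probes changed by light, at 0.114 and 0.243, did not. Chance passes that limit in about 1 in 20 groups, and both measures come from the same array and are not independent.

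The values argue against several technical explanations for the whole of this distance. After quantile normalization, 2106 probes were at least 2-fold apart between the dark arrays of TKO and DKO larvae, against 433 at 3-h light and 504 at 12-h light, so scaling between arrays does not account for it. Among probes well above background on all 9 arrays the count was 1923, against 211 and 259, which argues against dim probes. Blocks of the array took 0.47% of the variance of its deviations, which argues against a spatial defect at that scale as the main cause. The shares of 0.753% to 1.41% on the other arrays are no yardstick, since the deviations of this array were larger. Their standard deviation was 0.573, against 0.207 to 0.362 on the others. Its lowest block mean, -0.184, was also the lowest of all arrays. Of the probes at least 4-fold apart between TKO and DKO larvae at both 3-h and 12-h light, 100% lay on TKO's side in darkness, 30 of 30, which argues against a sample of another genotype. At 332 genes whose first probe was at least 2-fold apart between these dark arrays, 97% of second probes changed the same way, 73.8% at least 2-fold, which argues against noise of single probes alone. Exposure to light would bring this array nearer the light arrays. DKO larvae at 3-h and 12-h light were at least 2-fold apart from it at 3321 and 5185 probes, against 323 and 1140 from DKO larvae in darkness. The difference between the dark arrays of TKO and DKO larvae had an r of -0.376 and -0.196 with the responses of WT larvae to 3-h and 12-h light. This argues against light exposure as the cause of the distance.

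Other explanations stay open. Some exposure to light beside another cause may give lower ratios of light to dark. Of 213 probes induced by 12-h light in both WT and DKO larvae, 72.8% were at least 2-fold higher at 12-h light than in darkness in TKO larvae, which lies between the limits set for and against this, and 206 (96.7%) were higher. In darkness, their median in TKO larvae minus the mean of WT and DKO larvae was -0.00284, where the median response to 3-h light was 0.776. Of the 213, 107 lay below that mean and the others above it, so this median does not decide. Noise together with the labelling of that array stays open, since labelling can move all probes of a gene: r between 2 probes of a gene for the TKO minus DKO dark arrays was 0.823, about that of 12-h light minus darkness in DKO larvae, 0.828, and the limit set against noise was that it be no lower. The RNA quality of that sample cannot be told apart from a biological difference, since there is 1 array of TKO larvae kept in darkness. For another tissue make-up or stage of the larvae, 0 of 11 gene lists stood apart from random lists between TKO and DKO larvae in darkness alone, while 6 did at 3-h light and 4 at 12-h light, and lists for other tissues or stages were not tested. A biological effect of the loss of zCry2a in darkness was not tested, since it has 1 array.

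The greater number of probes changed by light in TKO larvae depends on the dark array taken as the reference. With the dark DKO array as the reference, 897 probes were at least 2-fold apart at 12-h light, close to the 888 of WT larvae and under the 1140 of DKO larvae, so the choice of dark array is a candidate explanation of the greater number. At 3-h light the count was 563, above 498 and 323 but within 1.5 times the former, and this stays open there. With the dark WT array, 1482 and 1822 probes were apart at 3-h and 12-h light, fewer than with the dark TKO array, and these counts also hold the differences between TKO and WT larvae.

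The paper does not report the comparison of the genotypes in darkness. Between DKO and WT larvae 1221 probes were at least 2-fold apart, 847 higher and 374 lower in DKO larvae. Between TKO and WT larvae 2934 were, 2136 higher and 798 lower. The share of higher probes was 69.4% for DKO larvae, and 55.8% with normexp background correction and quantile normalization. For TKO larvae it was 72.8%, with a median of all probes of -0.11 (log2), and 84% with median scaling or 56.1% with the deposited table. In DKO larvae, the largest decreases were at si:dkey-7c18.24 (-4.85) and at hamp (-4.72 and -4.68), and the largest increases at rnf14 (3.85), lyrm2 (3.78) and cptp (3.67). The 1 other probe of rnf14, and that of cptp, did not change at least 2-fold the same way. Over 36499 probes, 486 were at least 2-fold away from WT larvae the same way in both knockouts, where unchanged arrays gave 14.2, though r between both, 0.468, was no higher than the 0.5 of unchanged arrays. A difference between slides stays open, as 0 slides hold arrays of over 1 genotype, and whether the dark larvae differ through their genotype or their slide cannot be told apart.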

How the results depend on the processing

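DKO dark as the reference of TKO larvae and DKO and TKO larvae as one group were chosen only after the result was seen, and the other alternatives were set beforehand. Of 618 values of 85 results under an alternative, 465 kept within the tolerance or on their side of the threshold, 148 moved, 3 passed a threshold that the reported value did not, 2 fell behind it, and no called value changed sign. The counts of probes past a fold threshold depend on the threshold and the background correction by construction. For the other changes the cause was not tested. The increases of zPer2, zCry1a, zCry2a and zCry2b in DKO larvae at 12-h light stayed above 0 under every alternative tried for them, and that of zCry2a lay between 1.61 and 1.72.

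With normexp background correction and quantile normalization, the probes changed by light numbered 124 and 304 in WT, 65 and 376 in DKO and 1161 and 1410 in TKO larvae at 3-h and 12-h light, and 321 and 1059 in darkness for DKO and TKO against WT larvae. At 12-h light zCry2b rose by 1.23, zCry1a by 1.84 and zPer2 by at least 1.71 in DKO larvae. Induced and inhibited by 12-h but not 3-h light were 148 and 172 probes, and 10 had the pattern of the rhythm-forming animals. The clustering of Fig. 4A took 1761 probes, with 1265 in the largest cluster and 75 in the one closest to the pattern of the rhythm-forming animals, and that of Fig. 6C took 1264, with 480 in the largest and raised cluster and 334 in the lowered one. The medians of the Supplementary Table S2 genes were -0.484 and -0.683 in WT larvae at 3-h and 12-h light, -0.524 in DKO and -0.45 in TKO larvae at 12-h light. Changed the same way in both knockouts were 90 higher and 41 lower probes. For the difference in the light response limma called 1494 probes for TKO against WT and 2101 for TKO against DKO larvae. The change of hkdc1 in TKO larvae was -0.114 (limma adjusted p = 0.151), and that of fabp1a at 3-h light 0.154 (limma adjusted p = 0.104).

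Without a filter and a floor, the probes changed by light numbered 1373 and 1797 in WT larvae and 1090 and 2177 in DKO larvae, and 2297 for DKO against WT larvae in darkness. zPer2 rose by 4.23, 791 probes were induced by 12-h but not 3-h light, and 113 had the pattern. The clustering of Fig. 4A took 7480 probes with 1730 in the cluster closest to the pattern, and that of Fig. 6C took 6470 with 3414 in the largest and raised one. limma called 1794 probes for 3-h light. Among probes well above background on all 9 arrays, 197 changed at 3-h light in DKO larvae, zCry2b rose by 3.78, the cluster of Fig. 4A closest to the pattern held 142 probes, and the lowered one of Fig. 6C held 621. These alternatives show what the signal over background limits: the dim probes.

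At 1.5-fold, the probes changed by light numbered 2618 and 3950 in WT, 1933 and 4834 in DKO and 9999 and 11094 in TKO larvae, and 3706 and 10739 in darkness for DKO and TKO against WT larvae. Induced and inhibited by 12-h light alone were 1679 and 1735, and 400 had the pattern. The clustering of Fig. 4A took 16319 with 7490 in the largest cluster, which was also the one closest to the pattern though not lowered in WT or DKO larvae, and that of Fig. 6C took 11947 with 4428 in the largest and raised cluster and 2424 in the lowered one. Changed the same way were 1179 and 401. At 3-fold, these counts were 57 and 199, 68 and 217, 412 and 585, 370 and 597, then 108 and 67, and 7. The clusterings then took 921 with 585 and 84, and 1028 with 451 and 201, and changed the same way were 98 and 31.

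Quantile normalization gave 279 probes in the cluster of Fig. 4A closest to the pattern, and median scaling gave 607 in the lowered cluster of Fig. 6C. The deposited series values gave 1675 probes in the cluster of Fig. 4A closest to the pattern, which was not lowered in WT or DKO larvae, and 89 probes with the pattern of the rhythm-forming animals. Uncentred correlation gave 88 probes in the cluster of Fig. 4A closest to the pattern. Euclidean distance with Ward linkage gave 1631 in its largest cluster and 457 in the one closest to the pattern, and 243 in the raised and 156 in the lowered cluster of Fig. 6C. With WT larvae at 3-h light added, 12 probes had the pattern. The overlap with Supplementary Table S1 was 27 among the top 100 probes and 19 with 1 probe per name. With each gene's brightest probe zCry2b rose by 3.78. The median of the glycolysis list then became 0.004 for both knockouts, 0.02 for DKO and -0.04 for TKO larvae, so its sign flips for the first 2.

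limma's trend and robust options gave 1880 (TKO against WT) and 2134 (TKO against DKO) calls for the difference in the light response. Array weights gave 15086 calls for both knockouts, 11723 for DKO larvae and 11293 for 3-h light, with a weight of 0.0804 for the dark TKO array and 0.834 to 2.54 for the others. Without a term for lighting limma called 3978, 2813 (DKO) and 3514 (TKO), and with DKO and TKO as one group 5388. With DKO dark as the reference, 563 and 897 probes changed in TKO larvae at 3-h and 12-h light. The change of hkdc1 in both knockouts passed the threshold with quantile normalization (-0.366, limma adjusted p = 0.046), with probes well above background on all 9 arrays (-0.313, limma adjusted p = 0.0382) and with its brightest probe (-0.402, limma adjusted p = 0.0397).

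In the leave-one-out fits limma called 3447 to 14139 probes for both knockouts, 2303 to 11348 for DKO larvae, 3453 to 10921 for TKO larvae, 2264 to 10895 for 12-h light and 0 to 4711 for 3-h light, where the 0 calls came without the WT array at 3-h light, with 7967 at an unadjusted p under 0.05. For the differences in the light response limma called 0 to 0 probes in each of the 3. Each slide holds 1 genotype and its 3 lightings, so the genotype term of the model is the slide block and the light comparisons were made within slides. The genotype comparisons cannot be blocked by slide.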

Differences from the paper's values

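The names of Supplementary Tables S1 and S2 were matched by hand after the values were seen, and no test in this part was otherwise chosen after the result was seen.

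The largest cluster of Fig. 4A holds 738 genes in the paper and 2615 probes here. Of the alternatives set before the data were examined, the 3-fold threshold comes within 1.5 times, with 585, and the others do not. Cluster 6 of the paper, lowered in the rhythm-forming animals, holds 256 genes. The cluster closest to that pattern here holds 964 probes and was not lowered in DKO larvae, with means of -0.17 in WT and 0.02 in DKO larvae at 12-h light. Quantile normalization comes within 1.5 times, with 279 probes and means of -1.28 and -0.617, and the other alternatives do not. With quantile normalization, normexp background correction, probes well above background on all 9 arrays, the 3-fold threshold, uncentred correlation and Ward linkage, the closest cluster was lowered in both and below the other 3 ratios, in part by small margins.

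The cluster of Fig. 6C raised in DKO and TKO larvae, cluster 3 in the paper, holds 82 genes in the paper and 1796 probes here. None of the alternatives set before the data were examined comes within 1.5 times, the nearest being Euclidean distance with Ward linkage, with 243. The cluster lowered in both, cluster 7 in the paper, holds 310 genes in the paper and 1238 probes here. Normexp background correction with quantile normalization comes within 1.5 times, with 334, and the other alternatives do not. The paper counts genes and the sizes here count probes.

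The paper lists zCry2a with the 40 genes most induced by 12-h light in DKO larvae. Here, it was at place 107 of the probes and place 47 of the named genes. Of the 31 matched names of that list, 25 were among the 40 most induced named genes.

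The paper describes the glycolytic genes as down-regulated and as members of the cluster that is raised in its own figure. Here, the changed probes of hkdc1, pfkfb2a and pgm1 lay in the lowered cluster, which had a mean log2 ratio of -1.07 in DKO and -0.90 in TKO larvae at 12-h light. For hkdc1 in DKO larvae, the log2 change of -0.147 was not past the threshold (limma adjusted p = 0.512), nor under any alternative run for it, where the adjusted p ranged from 0.0955 to 0.53. This change takes in the dark arrays, whereas the clusters of Fig. 6C took the light arrays against WT larvae in darkness. Relative to WT larvae of the same lighting, hkdc1 was at 0.139 in darkness, -0.122 at 3-h light and -0.458 at 12-h light. A fit of the light arrays alone was not run for this gene.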

Other observations

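Of the tests in this part, the one of slides and the counts of other splits were chosen only after the result was seen, as were the one of whole chromosomes, the upper bounds and the 2-fold form of the region test. The tests of sequence variants and of linked regions themselves were set beforehand.

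Other splits of the arrays tell whether chance can be excluded. For both knockouts, fitted as one group against WT larvae with 5388 calls, 1 of 81 splits, the real one, gave as many limma calls, so chance can be excluded if single arrays are taken as exchangeable. The 3 splits that keep slides whole, with WT, DKO or TKO larvae apart, gave 5388, 93 and 117 calls and the others 0. With 3 such splits, chance between slides cannot be excluded. Of 84 splits, the other 3 could not be fitted. For DKO against WT larvae, TKO against WT larvae, 12-h light against darkness and 3-h light against darkness, the fits took the 6 arrays of each comparison alone. They gave 8331, 4433, 3295 and 4 calls, which are not the counts over all 9 arrays. In each case 1 of 10 splits gave as many, and with 10 splits chance cannot be excluded by design.

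Some differences between knockout and WT larvae are large and alike in darkness and light. At 56 probes, 10 of them in both knockouts, the 3 ratios of a knockout to WT larvae were each at least 8-fold. A sequence variant under single probes may give such a difference. Of 22 such probes with a named gene that has another probe, 13 (a share of 0.591) had another probe at least 2-fold changed the same way, which lies between the limits set for and against this. The values argue against a region linked to the knocked-out genes as the main cause at the named genes. Of 23 genes with such a probe, 0 lay among the 50 genes on each side of zPer2, zCry1a and zCry2a in assembly GRCz12tu (95% upper bound 14.8%). On the chromosomes of the knocked-out genes lay 3 of 23 (13%, upper bound 33.6%), where 13.5% of all genes measured lie. At 2-fold, 3 of 300 genes near them (1%) had such a probe, against 356 of 13083 genes (2.72%). Probes without a gene symbol were not placed, and linkage stays open for them. A slide effect cannot be told apart from the genotype, since 0 slides hold arrays of over 1 genotype.

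Lists of genes for tissues and processes were tested with limma's camera and fry over all arrays, adjusted over 55 tests. Genes of DNA replication had a median log2 change of -1.14 at 12-h light (camera adjusted p = 2.75e-14, fry adjusted p = 0.00779) and -0.793 at 3-h light (camera adjusted p = 2.75e-14, fry adjusted p = 0.0129), lower in 21 of 21 genes. In both knockouts against WT larvae their median was 0.26 (camera adjusted p = 0.000118, fry adjusted p = 0.138). Erythroid genes had a median of -0.877 at 12-h light (camera adjusted p = 0.00139, fry adjusted p = 0.00779), lower in 7 of 8 genes, and 0.21 in DKO larvae (camera adjusted p = 0.0128, fry adjusted p = 0.0202). Genes of light-induced DNA repair had a median of 1.22 at 12-h light (camera adjusted p = 0.000707, fry adjusted p = 0.00507), higher in 6 of 7. Exocrine pancreas genes had a median of 0.217 at 12-h light (camera adjusted p = 0.00412, fry adjusted p = 0.014), higher in 15 of 17, and core clock genes 0.355 (camera adjusted p = 0.0115, fry adjusted p = 0.014), higher in 20 of 30. For the exocrine pancreas, the median on single arrays at 12-h light was 0.311 in WT, 0.348 in DKO and -0.0221 in TKO larvae, where 8 of 17 genes were higher. The TKO value rests on the dark array that lies apart, and lay at percentile 91.83 of matched lists. At 3-h light the TKO median was 0.204, with 13 genes higher. Against DKO larvae at 12-h light, on another slide, the TKO median was -0.304. Whether the response differs between genotypes cannot be told from 1 array per condition.

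Photoreceptor genes passed the threshold with fry alone at 12-h light, with a median of -0.292 (camera adjusted p = 0.119, fry adjusted p = 0.0155), and skeletal muscle genes in TKO larvae, with -0.155 (camera adjusted p = 0.0774, fry adjusted p = 0.0141). Innate immune genes (median 0.347, camera adjusted p = 0.145, fry adjusted p = 0.0526), lens genes (-0.132, 0.353 and 0.547) and liver genes (-0.241, 0.187 and 0.0903) passed with neither at 12-h light. With camera's estimated correlation between genes in place of a fixed one, no list passed, with a lowest adjusted p of 0.582. No explanation was tested for these lists.

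Array values related to measurements of the paper that were made by other methods are given here as values. The log2 ratio of zAanat2 to darkness at 12-h light was 1.49 in WT, 0.492 in DKO and 0.257 in TKO larvae. At 12-h light in TKO larvae, zPer2 rose by at least 4.13 and zCry2b by at least 3.24, each with a probe not well above background in darkness, and zCry1a rose by 2.31 and zCry2a by 1.99. zCry-Dash rose by 0.853, 1.34 and 1.60 in WT, DKO and TKO larvae, and zCry4 by 0.444, 0.23 and 0.169.

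In WT larvae at 12-h light the largest changes of named genes were at smad3b (-3.81), a probe of zPer1b (-3.17), zCry2b (4.32) and zdhhc20a (3.90). The induction of hamp in DKO larvae starts from a low level, as its probe A_15_P658531 was 26.3-fold lower in DKO than in WT larvae in darkness.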
